# Effects of Yeast Species and Processing on Intestinal Health and Transcriptomic Profiles of Atlantic Salmon (*Salmo salar*) Fed Soybean Meal-Based Diets in Seawater

**DOI:** 10.3390/ijms23031675

**Published:** 2022-01-31

**Authors:** Jeleel O. Agboola, Dominic D. Mensah, Jon Ø. Hansen, David Lapeña, Liv T. Mydland, Magnus Ø. Arntzen, Svein J. Horn, Ove Øyås, Charles McL. Press, Margareth Øverland

**Keywords:** *Cyberlindnera jadinii*, *Wickerhamomyces anomalus*, intestinal health, SBMIE, transcriptomics, distal intestine, spleen, autolysis

## Abstract

The objective of the current study was to examine the effects of yeasts on intestinal health and transcriptomic profiles from the distal intestine and spleen tissue of Atlantic salmon fed SBM-based diets in seawater. *Cyberlindnera jadinii* (CJ) and *Wickerhamomyces anomalus* (WA) yeasts were heat-inactivated with spray-drying (ICJ and IWA) or autolyzed at 50 °C for 16 h (ACJ and AWA), followed by spray-drying. Six diets were formulated, one based on fishmeal (FM), a challenging diet with 30% soybean meal (SBM) and four other diets containing 30% SBM and 10% of each of the four yeast fractions (i.e., ICJ, ACJ, IWA and AWA). The inclusion of CJ yeasts reduced the loss of enterocyte supranuclear vacuolization and reduced the population of CD8α labeled cells present in the lamina propria of fish fed the SBM diet. The CJ yeasts controlled the inflammatory responses of fish fed SBM through up-regulation of pathways related to wound healing and taurine metabolism. The WA yeasts dampened the inflammatory profile of fish fed SBM through down-regulation of pathways related to toll-like receptor signaling, C-lectin receptor, cytokine receptor and signal transduction. This study suggests that the yeast species, *Cyberlindnera jadinii* and *Wickerhamomyces anomalus* are novel high-quality protein sources with health-beneficial effects in terms of reducing inflammation associated with feeding plant-based diets to Atlantic salmon.

## 1. Introduction

In recent decades, the composition of Atlantic salmon (*Salmo salar*) diets has changed towards the use of more plant ingredients [1] due to limited availability and increased market prices of fishmeal (FM) [2]. Currently, commercial salmon diets contain about 75% plant-derived ingredients [1]. Soybean meal (SBM) is an attractive plant ingredient due to its availability and high protein content as well as its low production cost [3]. It has already been described that SBM contains anti-nutritional factors (ANFs), especially saponin, which can induce inflammation in the distal intestine (DI) of Atlantic salmon, a condition commonly referred to as SBM-induced enteritis (SBMIE) [4,5]. Dietary inclusion of SBM induced both local and systemic responses in Atlantic salmon [6,7]. Studies have shown up-regulation of genes associated with increased gut permeability in Atlantic salmon fed SBM-based diets [6,8], which may lead to translocation of opportunistic bacteria to the underlying mucosa [9,10]. Thus, the inclusion of SBM in salmon diets can have adverse effects on growth performance and fish health [11]. For these reasons, soy-protein concentrate, which is a refined soy product with low levels of ANFs, is currently used in commercial salmon diets. However, a recent study has shown that DI inflammation is still being observed in commercial salmon production in Norway [12].

Yeasts are gaining increasing interest as alternative ingredients for salmonids [12,13,14]. Yeasts are not only high-quality protein ingredients but also contain bioactive components that have the potential to mitigate SBMIE in Atlantic salmon [15,16,17]. The yeast cell wall contains bioactive components, including β-glucan, mannan and chitin, which has immune-modulating properties that reduce inflammation caused by SBM [15]. However, the bioactivity of these cell wall components depends on the yeast species, the fermentation conditions during yeast production and the downstream processing used before incorporating them into a salmon diet [13,18]. The inclusion of yeast in salmon diets could be a nutritional strategy to improve intestinal health and develop robust fish when feeding them with plant-based diets. Therefore, the objective of this study was to investigate the effect of yeasts on intestinal health and transcriptomic profiles of DI and spleen tissues from Atlantic salmon fed SBM-based diet in seawater. The applied yeasts, *Cyberlindnera jadinii* (CJ) and *Wickerhamomyces anomalus* (WA), were produced from wood sugars using in-house bioreactors. These yeasts were selected based on their functional effects reported in our previous study [15].

## 2. Results

### 2.1. Yeast Compositions

Yeast contained between 42 and 47% crude protein (Table 1). Autolysis increased the crude lipid content by 96% (from 2.9 to 5.7% DM) and 46% (from 2.8 to 4.1% DM) for CJ and WA, respectively (Table 1). Ash, total phosphorus, and gross energy contents of the two yeast species were similar and unaffected by the autolytic process (Table 1). The β-glucan, mannan and chitin content (% DM) of the inactivated yeast species were in the ranges of 15–16%, 8–11% and 0.3–0.5%. In both CJ and WA, autolysis reduced the content of β-glucan and mannan by 21–33% and 8–24%, respectively (Table 1).

The amino acid content in the yeasts was reduced after autolysis (by 2.4 and 5.9% in CJ and WA, respectively), which is also reflected by the increase in non-protein nitrogen content of the yeasts by 13 and 10% in CJ and WA, respectively (Table S1).

### 2.2. Fish Performance and Nutrient Digestibility

There was no significant difference (*p* > 0.05) in biomass gain, specific growth rate (SGR), feed intake and feed conversion ratio (FCR) among the dietary treatments (Table S2). During the first week of the experiment, feed intake was low for all dietary groups (Figure S1). No fish mortality was observed throughout the experimental period. The apparent digestibility coefficient (ADC) of crude protein was significantly (*p* < 0.05) higher in fish fed the FM diet compared with the other dietary treatments (Table S2). Conversely, fish fed the IWA diet had significantly lower (*p* < 0.05) digestibility of crude lipids compared with the other treatments (Table S2).

### 2.3. Histopathological Changes in Fish

Mild to moderate inflammatory changes were observed in the DI mucosa of fish fed the experimental diets (Figure S2). The observed changes were characterized by a marked to total loss in enterocyte vacuolization, a mild to moderate decrease in mucosal fold height, and a mild infiltration of the submucosa and lamina propria by inflammatory cells (Figure S2). Fish fed the FM diet showed normal and healthy morphology (Figure 1a–d). Mild to moderate inflammatory changes were observed in fish fed the SBM diet and were not statistically different (*p* > 0.05) from fish fed ICJ, ACJ, IWA, and AWA diets (Figure 1a–c). Considering histological changes due to loss of supranuclear vacuolization, fish fed ICJ and ACJ diets were significantly different (*p* < 0.05) from fish fed SBM with marked changes (Figure 1d).

### 2.4. Changes in T-Lymphocyte Population

Both CD3ε- and CD8α-labeled cells were observed in all dietary groups with their expression more pronounced in the epithelium than the lamina propria (Figure S3). In general, there was a higher abundance of CD3ε positive lymphocytes compared with CD8α positive lymphocytes in the DI of fish fed all the experimental diets, (Figure S3). No statistical difference was observed for the area of epithelium occupied by CD3ε and CD8α positive cells among the diets (data not shown). Similarly, there was no significant difference (*p* > 0.05) for the area of lamina propria occupied by CD3ε positive cells among the diets (Figure 2). The area of lamina propria occupied by CD8α positive cells was significantly higher (*p* < 0.05) in fish fed the SBM diet, compared with the other diets (Figure 2). The simple fold length was significantly higher in fish fed the FM diet, compared with fish fed SBM, ICJ, ACJ, IWA and AWA diets (Figure 2).

### 2.5. Transcriptomics

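RNA was sequenced from the DI and the spleen of 6 fish per diet after 42 days on the 6 diets, giving 72 libraries, 1 per fish and tissue. The authors trimmed the reads with Trim Galore, aligned them to the Atlantic salmon genome Ssal_v3.1 with STAR_RSEM and counted fragments on genes with featureCounts. The deposited values are raw counts, without normalization, for 69389 genes with Ensembl identifiers, of which 13927 had no count in any library. Between 6976621 and 30857656 fragments per library were counted on genes in the DI, with medians of 17278871 for FM, 17484840 for SBM, 17679149 for ICJ, 18166409.5 for ACJ, 25347913.5 for IWA and 23068992.5 for AWA. In the spleen the totals ranged from 15062129 to 35187924, with medians of 21636658 for FM, 20393907 for SBM, 22960943.5 for ICJ, 22152825.5 for ACJ, 21956547.5 for IWA and 18575707 for AWA. The 3 DI libraries of FM replicates 3, 4 and 5 had been counted in another folder than the other libraries. Genes with low counts were removed by edgeR's default filter, which left 32157 genes in the DI and 32144 in the spleen. The counts were scaled by the TMM method and the 36 libraries of each tissue were fitted together, with diet as the only factor. Differences were tested with edgeR's quasi-likelihood test, and a gene was called a DEG at a Benjamini-Hochberg adjusted p under 0.05 in either direction. Values of single genes are CPM after this scaling, given as mean ± SD of the 6 fish. The common biological coefficient of variation was 0.463 in the DI and 0.297 in the spleen. Gene symbols were assigned by position, since the files carry none: 34332 of the 69389 genes overlapped a gene of the reference annotation by at least 50% of both spans. The diets were given to tanks, 3 per diet, but the tanks of the fish are not labelled. Fish were therefore treated as independent replicates. The p-values and the shares given by chance do not allow for a likeness of fish from one tank.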

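In the spleen, edgeR called 0 DEGs in each of the 5 comparisons with the FM diet, and the number of genes with an unadjusted p under 0.05 ranged from 1914 for IWA|FM to 2958 for AWA|FM. DESeq2, the tool used by the authors, called 15 spleen genes for SBM|FM, 11 for ICJ|FM, 5 for ACJ|FM, 4 for IWA|FM and 25 for AWA|FM. In the DI the edgeR counts were 6 for SBM|FM, 15 for ICJ|FM, 1 for ACJ|FM, 99 for IWA|FM and 1097 for AWA|FM. Whether the response to a diet differed between the tissues was tested directly in the 24 libraries of the 12 fish of each pair of diets, with the fish as a block. The response differed in 1054 genes for AWA|FM, 420 of them lower in the DI relative to the spleen and 634 higher. For IWA|FM it differed in 23 genes, 12 lower and 11 higher. In the other 3 comparisons edgeR called 0 genes, with 2279 genes at an unadjusted p under 0.05 for SBM|FM, 2339 for ICJ|FM and 1532 for ACJ|FM, while DESeq2 called 92, 109 and 11. The alternative that moved the interaction for AWA|FM most was a limit on the log2 difference, above 2 or below -2, which left 188 genes, and DESeq2 called 2837.

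**Figure D1:**
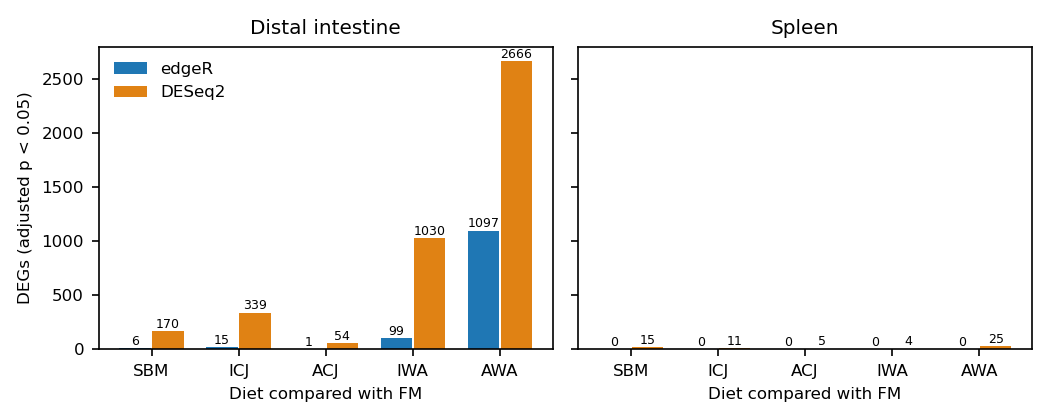
Number of DEGs against the FM diet in the DI and the spleen, by edgeR and by DESeq2, for each diet (6 fish per diet). In the DI the edgeR number was 1097 for AWA and 99 for IWA, and in the spleen it was 0 for all 5 diets.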

Higher differentially expressed genes (DEGs) were found between diet comparisons in DI tissue compared with spleen tissue (Table 2). In the DI, the comparison between fish fed SBM and FM diets showed 173 down-regulated and 143 up-regulated genes. 

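For SBM|FM, edgeR called 6 DEGs, 5 lower and 1 higher in fish fed SBM, and 2842 genes had an unadjusted p under 0.05. DESeq2 moved this number most among the alternatives set beforehand, with 95 genes lower and 75 higher in SBM. All 6 genes lay outside the range of the FM fish in every SBM fish. Chance gives this for 0.216% of genes, a share that holds for genes not selected on these fish, as the 6 were. The gene ntrk2a (ENSSSAG00000070303, chromosome 24, 29795647 to 29851368) had 1.19 ± 0.366 CPM (SD, n = 6) in SBM and 3.78 ± 1.01 in FM, a log2 fold change of -1.66 (standard error 0.29, adjusted p = 0.0274). Nucleoporin nup93 (ENSSSAG00000113886) was another of the 6. The other 4 were chosen for mention after their values were seen. LOC106612248 (ENSSSAG00000105560, chromosome 9, 92156819 to 92183787) had a log2 fold change of -1.53 (adjusted p = 0.0072) and LOC100195319 (ENSSSAG00000068268, chromosome 10, 87106954 to 87147129) one of -2.21 (0.0331). LOC106586446 (ENSSSAG00000058469, chromosome 25, 25282241 to 25760630) changed by -2.62 (0.0376), and ENSSSAG00000109353 (chromosome 26, 21576513 to 21585493), which has no symbol, by 2.46 (0.0274). The number rests on single fish: with 1 of the 36 libraries left out it was 0 without FM replicate 5, FM replicate 6, SBM replicate 2, SBM replicate 4 or SBM replicate 6, and 13 without ICJ replicate 4. Without SBM replicate 6 the adjusted p of ntrk2a was 0.145.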

A lower number of DEGs occurred when fish fed ICJ (71 down-regulated, 54 up-regulated) and ACJ (33 down-regulated, 31 up-regulated) diets were compared with fish fed the FM diet. 

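For ICJ|FM, edgeR called 15 DEGs, 9 lower and 6 higher in fish fed ICJ, and 4189 genes had an unadjusted p under 0.05. For ACJ|FM it called 1 gene, lower in ACJ, with 1453 at an unadjusted p under 0.05. DESeq2 called 181 genes lower and 158 higher for ICJ|FM, and 28 lower and 26 higher for ACJ|FM. The gene called for ACJ|FM was ldlrad2 (ENSSSAG00000080825, chromosome 12, 53679903 to 53695582), whose annotated span overlaps another gene. It had 0.377 ± 0.138 CPM (SD, n = 6) in ACJ and 2.86 ± 2.86 in FM, a log2 fold change of -2.91 (standard error 0.44, adjusted p = 0.00449), and lay below all FM fish in 6 of 6 ACJ fish. It was also called for ICJ|FM, with a log2 fold change of -2.61 (adjusted p = 0.0228, and 0.139 without FM replicate 6). Leaving out 1 library changed both numbers. For ICJ|FM there were 0 DEGs without FM replicate 6, ICJ replicate 3 or ICJ replicate 5, 2 without FM replicate 2 or FM replicate 3, and 402 without ICJ replicate 2. For ACJ|FM there were 2 without FM replicate 2, 3 without ACJ replicate 6 or ICJ replicate 4, and 5 without ACJ replicate 4.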

The highest number of DEGs were observed in fish fed AWA (2685 down-regulated, 2714 up-regulated) and IWA (1299 down-regulated, 1036 up-regulated) diets, compared with those fed the FM diet. 

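For IWA|FM, 48 genes were lower and 51 higher in fish fed IWA by edgeR, with 6028 genes at an unadjusted p under 0.05. For AWA|FM, 413 were lower and 684 higher in fish fed AWA, with 7770 at an unadjusted p under 0.05. DESeq2 called 533 lower and 497 higher genes for IWA|FM and 1294 lower and 1372 higher for AWA|FM, and 98 of the 99 and 1092 of the 1097 edgeR genes were among them with the same direction. Of the 1097 genes, 777 had no overlap between the 6 AWA and the 6 FM fish, and 77 of the 99 had none between IWA and FM. Chance gives 0.216% among genes not selected on these fish, as the DEGs were. With 1 library left out, the number for AWA|FM ranged from 206 without AWA replicate 1 to 2083 without ICJ replicate 4, and that for IWA|FM from 0 without FM replicate 6, IWA replicate 4 or IWA replicate 6 to 604 without ICJ replicate 4.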

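Names for the DEGs of the DI came from the reference annotation by position, and 282 of the 1097 genes called for AWA|FM, 25 of the 99 for IWA|FM and 6 of the 15 for ICJ|FM had a symbol other than a LOC number. Among named genes without overlap between the 6 fish of a diet and the 6 FM fish, those with the largest changes were taken from each comparison. In AWA|FM the largest decreases were in clic5a (ENSSSAG00000002585, chromosome 9, 25438535 to 25446724) and slc13a5b (ENSSSAG00000050374, chromosome 9, 131179471 to 131191861, a span that overlaps another gene). The first had 5.06 ± 6.4 CPM (SD, n = 6) in AWA and 111 ± 117 in FM, a log2 fold change of -4.46 (standard error 1.24, adjusted p = 0.041, and 0.0959 without AWA replicate 1). The second had 2.06 ± 1.87 CPM in AWA and 29.3 ± 12.8 in FM, a log2 fold change of -3.84 (standard error 1.08, adjusted p = 0.0421, and 0.101 without AWA replicate 1). In IWA|FM, prs27 (ENSSSAG00000054837, chromosome 6, 59425749 to 59433435) rose from 0.218 ± 0.157 CPM in FM to 5.14 ± 5.02 in IWA, a log2 fold change of 4.54 (standard error 0.92, adjusted p = 0.0364, and 0.0868 without IWA replicate 4). In ICJ|FM, proca (ENSSSAG00000046957, chromosome 14, 4517334 to 4524518) changed by -2.61 and hecd2 (ENSSSAG00000068133, chromosome 28, 6701519 to 6745181) by -2.24 on the log2 scale, with adjusted p of 0.0354 and 0.0333. Both spans overlap another gene, and without FM replicate 6 the adjusted p were 0.181 and 0.139.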

A list of significant DEGs between diet comparisons along with the name of each gene is attached in Table S3.

### 2.6. Gene Ontology

For DI tissue, the Gene Ontology (GO) analysis when comparing fish fed SBM with those fed the FM diet, showed that the up-regulated terms in SBM were mainly related to transport-channel activity, lysosome, and tight junction function, while the down-regulated GO terms were related to metabolic pathways (SBM|FM, Figure 3).

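The files carry no GO annotation, so 13 lists of genes, written from symbols, stood in for the terms. Each list was tested against all other genes with camera, at a preset correlation between genes of 0.01, and the 65 tests of the 13 lists and 5 comparisons of a tissue were adjusted together. In the DI, 29 of the 65 tests passed, 21 towards higher and 8 towards lower expression than in FM. The estimate of the correlation moved this most: with the correlation estimated for each list, 0 of the 65 passed. With the self-contained test fry 5 passed, all of them among the 29: taurine metabolism and protein processing in the endoplasmic reticulum (ER) in IWA|FM and AWA|FM, and solute carriers in ICJ|FM. In SBM|FM, the list of 20 ABC transporters had a median log2 fold change of 0.177 (adjusted p = 0.154). The list of 11 cytochrome P450 and other drug metabolism genes had a median of -0.545, with 9 of 11 genes lower (adjusted p = 0.0077). Taurine and hypotaurine metabolism (7 genes, 5 higher) had a median of 0.692 (adjusted p = 0.000173). This list holds gadl1 and the taurine transporter genes slc6a6 and SC6A6, which the paper reports from these libraries, so it is not independent of them.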

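In ICJ|FM, the list of 12 wound healing genes had a median log2 fold change of 0.045 (7 genes higher, adjusted p = 0.504 by camera). Without ICJ replicate 4, a library far from all others in the DI, the median was -0.309 and the unadjusted p 0.759. Taurine and hypotaurine metabolism had a median of 0.402, with 5 of 7 genes higher (adjusted p = 0.0152), and of 0.381 without that library. Genes of cytochrome P450 and drug metabolism were lower in 11 of 11 cases, with a median of -0.508 (adjusted p = 5.63e-05). Among solute carriers 76 of 122 were lower, the median was -0.305 (adjusted p = 0.000152), and without ICJ replicate 4 it was -0.245. This decrease in solute carriers was also called by fry (adjusted p = 0.012). The files hold no list for vitamin B6 binding, which was not tested.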

The comparison between fish fed ICJ and FM revealed up-regulated GO terms relating to metabolic process, wound healing, vitamin B6 binding, taurine and hypotaurine metabolism, while the down-regulated GO terms were related to transport activity and biosynthetic processes (ICJ|FM, Figure 4A). 

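In ACJ|FM, taurine and hypotaurine metabolism had a median log2 fold change of 0.45, with 5 of 7 genes higher (adjusted p = 4.17e-05 by camera). The wound healing list had a median of -0.099, opposite in sign to the direction of the test, with 5 of 12 genes higher (adjusted p = 0.703). The solute carriers had a median of -0.103 (77 of 122 lower, adjusted p = 0.0977), and cytochrome P450 and drug metabolism one of -0.211 (9 of 11 lower, adjusted p = 0.064). Lysosomal genes were higher in 35 of 38 cases, with a median of 0.23 (adjusted p = 8.21e-06). None of these tests passed for ACJ|FM by fry or with an estimated correlation.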

Similar up-regulated and down-regulated GO terms were observed when fish fed ACJ were compared with those fed FM (ACJ|FM, Figure 4B). 

In addition, when comparing fish fed IWA and AWA diets with those fed the FM diet, the results showed up-regulated terms related to energy metabolism (Figure 5A and Figure S4A), while the down-regulated GO terms were related to the immune response pathway and oxidation–reduction process (Figure 5B and Figure S4B). 

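Among the lists tested, ribosome biogenesis (30 genes) rose in all 5 comparisons with FM by camera, with a median log2 fold change of 0.418 in IWA|FM (adjusted p = 2.32e-10) and 0.467 in AWA|FM (2.11e-09). No list stood for energy metabolism as a whole. Cytochrome P450 and drug metabolism, the list nearest to oxidation and reduction, had a median of -0.703 in IWA|FM (9 of 11 genes lower, adjusted p = 0.0163) and of -0.174 in AWA|FM (9 of 11 lower, adjusted p = 0.064). Taurine and hypotaurine metabolism had a median of 0.885 in IWA|FM (adjusted p = 0.000375) and of 0.7 in AWA|FM (0.00026), with 5 of 7 genes higher in both. Wound healing genes had medians of -0.326 in IWA|FM (adjusted p = 0.921) and -0.229 in AWA|FM (0.919). Tight junction genes had a median of 0.4 in IWA|FM (15 of 22 higher, adjusted p = 0.131) and of 0.164 in AWA|FM (13 of 22 higher).

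**Figure D2:**
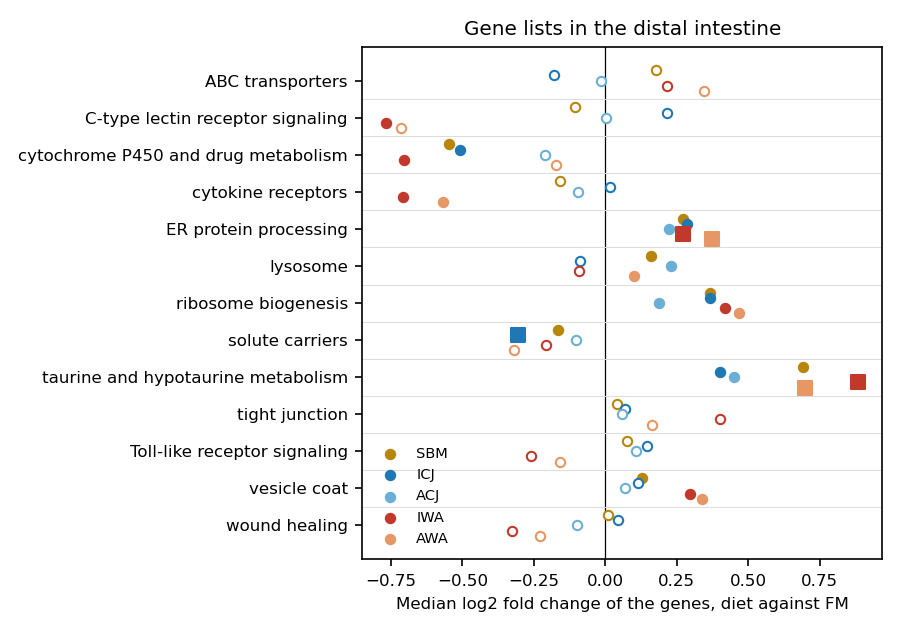
Median log2 fold change of each of the 13 lists of genes against the FM diet in the DI, by diet. Filled marks passed an adjusted p of 0.05 by camera, open marks did not, and squares also passed by fry. Ribosome biogenesis and ER protein processing lie above 0 in all 5 diets.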

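In the spleen, 12 of the 65 tests of the lists passed by camera, 4 towards higher and 8 towards lower expression than in FM, while 9 passed by fry and 1 with the correlation estimated for each list. The 12 medians lay between -0.173 and 0.295 on the log2 scale. Ribosome biogenesis fell in all 5 comparisons, by camera alone, from a median of -0.173 in ICJ|FM (adjusted p = 4.82e-11) to -0.087 in ACJ|FM (0.00121). Toll-like receptor signaling had medians of -0.129 in AWA|FM (adjusted p = 0.00121), -0.092 in ICJ|FM (0.0396) and -0.068 in IWA|FM (0.00457), and of these only AWA|FM passed by fry (0.0331). The list of solute carriers had medians of 0.097 in AWA|FM (adjusted p = 0.00121) and 0.034 in IWA|FM (0.0225), and both passed by fry. For AWA|FM this list was the 1 that passed with an estimated correlation (0.0414). Cytochrome P450 and drug metabolism had medians of 0.295 in AWA|FM (adjusted p = 0.0327) and 0.141 in IWA|FM (0.00315), and both passed by fry. The other 4 calls by fry were of C-type lectin receptor signaling, lower in SBM|FM, ICJ|FM, IWA|FM and AWA|FM (adjusted p = 0.049 in each), which did not pass by camera.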

There was no differentially significant GO term between diet comparisons for the spleen tissue.

Figure 6 showed shared pathways of network analysis of GO terms when comparing fish fed SBM-based diets with those fed the FM diet. Fish fed SBM and AWA diets shared similar pathways associated with transporter activity. 

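All 6 DEGs of SBM|FM were also DEGs of AWA|FM, with the same direction, and the log2 fold changes of the 32157 genes had a Pearson correlation of 0.576 and a Spearman correlation of 0.713 between the comparisons. Genes are not independent replicates, and both comparisons use the same FM fish. In 20 sets of counts simulated without any difference between diets, the shared FM fish alone gave a median correlation of 0.505, with 0.485 to 0.533 as the range. In 24 random groupings of the 36 libraries, which mix the diets, the median was 0.541 and the range 0.222 to 0.767. The number shared moved most with DESeq2, to 141 genes.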

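No gene was a DEG of both SBM|FM and AWA|FM with opposite directions, by edgeR or by DESeq2. SBM|FM had 6 DEGs by edgeR and 170 by DESeq2, and both comparisons use the same FM fish, so few genes with opposite directions could be found. Among 122 solute carriers, 78 were lower in SBM|FM, with a median log2 fold change of -0.166 (adjusted p = 0.0282 by camera), and 78 were lower in AWA|FM, with a median of -0.318 (adjusted p = 0.144). Of the solute carriers, 3 were DEGs with higher and 10 DEGs with lower expression in AWA|FM. The ABC transporters had a median of 0.344 in AWA|FM (11 of 20 higher, adjusted p = 0.075).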

The shared pathways were up-regulated in SBM and down-regulated in AWA. 

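The single DEG of ACJ|FM, ldlrad2, was also a DEG of ICJ|FM (log2 fold change -2.61, adjusted p = 0.0228, and 0.139 without FM replicate 6), of IWA|FM (-2.30, 0.0242, and 0.0783 without IWA replicate 4) and of AWA|FM (-2.01, 0.0134). In SBM|FM it had -2.01 (adjusted p = 0.0701 by edgeR, 0.0282 without FM replicate 4, and 0.00318 by DESeq2). Across the genes tested, the log2 fold changes of both comparisons had a Pearson correlation of 0.572 and a Spearman correlation of 0.59. The median was 0.504 in 20 simulated sets of counts without any difference between diets, where only the FM fish were shared, and 0.596 (-0.055 to 0.834) in 24 random groupings of the 36 libraries. By DESeq2, 39 genes were called in both, all with the same direction. No list for acid metabolism or lyase activity was tested.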

Fish fed ICJ and ACJ diets shared similarities associated with up-regulation of the acid metabolic process, lyase activity and small molecule metabolic process. Furthermore, we observed that fish fed IWA contained down-regulation of pathways related to the toll-like receptor signaling pathway, C-lectin receptor pathway, cytokine receptor activity and signal transduction, and these are connected to other pathways that were down-regulated in fish fed the AWA diet. Furthermore, many pathways related to nucleotide and carbohydrate binding and hydrolase, phosphatase, and ATPase are up-regulated in fish fed both IWA and AWA diets. 

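In IWA|FM, the list of 38 cytokine receptors had a median log2 fold change of -0.708, with 32 genes lower (adjusted p = 3.58e-05 by camera), and that of 10 genes of C-type lectin receptor signaling a median of -0.767, with 8 lower (0.014). Toll-like receptor signaling had a median of -0.261, with 12 of 18 genes lower, and did not pass (adjusted p = 0.0704). In AWA|FM, cytokine receptors had a median of -0.569, with 31 of 38 genes lower (adjusted p = 0.00721). C-type lectin receptor signaling had a median of -0.716 (7 of 10 lower, adjusted p = 0.236) and Toll-like receptor signaling one of -0.158 (11 of 18 lower, 0.919), neither of which passed. None of these lists passed by fry or with an estimated correlation. Of the 38 cytokine receptor genes, 1 was called as lower and 1 as higher in AWA|FM by edgeR. In SBM|FM the list had a median of -0.159 (25 lower, adjusted p = 0.0827).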

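The lists tested did not include nucleotide binding or the enzyme classes as such. ER protein processing (34 genes) had a median log2 fold change of 0.272 in IWA|FM (adjusted p = 2.28e-06 by camera) and of 0.374 in AWA|FM (1.45e-07). It passed by fry in both, with adjusted p of 0.0255 and 0.012. Genes of the vesicle coat had medians of 0.295 in IWA|FM (15 of 16 higher, adjusted p = 0.00171) and 0.337 in AWA|FM (13 of 16 higher, 0.000888), by camera alone.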

## 3. Discussion

The feed intake and growth data showed that the fish adjusted quickly to the seawater environment and obtained a reasonable feed intake two weeks post transfer. The length of the current study is too short to draw any conclusions on fish performance, but 10% dietary inclusion of the two yeast species did not compromise the growth of Atlantic salmon smolts. The reduced digestibility of crude protein in fish fed SBM-based diets reflected in numerically lower performance in fish fed these diets. In line with previous studies [4,5], fish fed the SBM diet developed classical symptoms of SBMIE, characterized by marked to severe loss in enterocyte vacuolization. The current results showed that the inclusion of ICJ and ACJ yeasts partially reduced the loss of supranuclear vacuolization in Atlantic salmon fed SBM-based diets. This is in accordance with previous studies, which demonstrated that CJ can be used to alleviate SBMIE in Atlantic salmon [15,16,17]. Based on the histological results, the inclusion of IWA and AWA yeasts in the diets did not prevent SBMIE, which contradicts the results of a recent work [15]. The WA used in the previous study [15], however, had a higher content of crude protein (19% more), mannan (38% more) and chitin (75% more) compared with the currently used batch. Conversely, the β-glucan content of the previous WA yeast was 31% lower than the present one. The disparity in the composition of bioactive components present in the yeast batch could account for their variation in preventing SBMIE in Atlantic salmon. The limited effect of WA on SBMIE in the present study could also be attributed to the difference in fish production stage, fish size or age, or to the severity of SBMIE. The previous study by Agboola et al. [15] was conducted in freshwater with 5 g fish, which only displayed mild inflammatory changes when fed the SBM diet [15], suggesting that WA might be effective against mild inflammatory changes in Atlantic salmon.

Previous studies have demonstrated that T-cell mediated hypersensitivity is crucial to the development of SBMIE in Atlantic salmon [19,20,21]. Thus, CD3ε and CD8α positive cells are important biomarkers to evaluate inflammation caused by inclusion of SBM (or other plant ingredients) in salmon diets [17,19]. Furthermore, they are important biomarkers for studying the effect of functional diets on inflammatory responses of fish fed SBM [17]. In the present study, the higher abundance of both T-lymphocyte populations along the basal part of DI epithelium, compared with the lamina propria, was in accordance with a previous study [17]. Bakke-McKellep et al. [19] reported an increased presence of CD3ε-labeled cells in the lamina propria of fish presenting SBMIE, which is contrary to the observation in the present study. The discrepancy might be attributed to a number of factors such as variation in SBM used and increased tolerance of fish to SBM in recent years. Previous studies have shown that differences in the level of ANFs (especially saponin) in commercial sources of SBM can influence the degree of SBMIE in Atlantic salmon [22,23,24]. The increased tolerance of fish in recent years could be the result of breeding and genetic selection of fish for improved growth performance and adaptability to plant-based diets. Studies have shown increased growth performance and no detection of enteritis in strain of rainbow trout selected on a diet containing SBM, compared to non-selected strains [25,26]. However, similar studies in Atlantic salmon are scarce in scientific literature. 

The area of lamina propria occupied by CD8α positive cells were higher in fish fed the SBM diet compared with those fed the FM diet, which is in line with previous studies [17,19]. However, there was a reduction in the population of CD8α cells in fish fed ICJ, ACJ, IWA and AWA diets compared with fish fed SBM, indicating an immunomodulatory effect of these yeasts when included in SBM-based diets. Reveco-Urzua et al. [17] reported a similar effect when 2.5% CJ was supplemented to a 20% SBM-based diet. Our results showed there was no effect of yeast supplementation on CD3ε cell population, and this could be explained by the large variability within the dietary group. 

Our results at the transcriptional level revealed that fish fed SBM compared with FM, showed activation of transporters and channel activities, implying increased permeability in the DI of fish. 

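The taurine transporter genes slc6a6 (ENSSSAG00000068263, chromosome 13, 20807936 to 20842137) and SC6A6 (ENSSSAG00000078396, annotated as slc6a6b, chromosome 22, 54184811 to 54223610) were followed in the DI. In SBM, slc6a6 had 361 ± 122 CPM (SD, n = 6), against 146 ± 43.8 in FM, a log2 fold change of 1.30 (standard error 0.34) that did not pass the adjustment over all genes (adjusted p = 0.2 by edgeR). It passed by DESeq2 (adjusted p = 0.0317), and 6 of 6 SBM fish lay above all FM fish (two-sided exact permutation test, p = 0.00216, the smallest that 6 fish against 6 allow). SC6A6 had 221 ± 77 CPM in SBM and 116 ± 31 in FM, a log2 fold change of 0.94 (standard error 0.29, adjusted p = 0.291 by edgeR and 0.103 by DESeq2), with 5 of 6 SBM fish above all FM fish. In AWA both passed: slc6a6 with 538 ± 162 CPM, a log2 fold change of 1.88 and an adjusted p of 0.0101, and SC6A6 with 371 ± 50.1 CPM, 1.68 and 0.00957. In IWA, slc6a6 did not pass (log2 fold change 1.47, adjusted p = 0.052, and 0.0122 without ICJ replicate 4) and SC6A6 did (1.27, 0.0478, and 0.113 without IWA replicate 4).

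**Figure D3:**
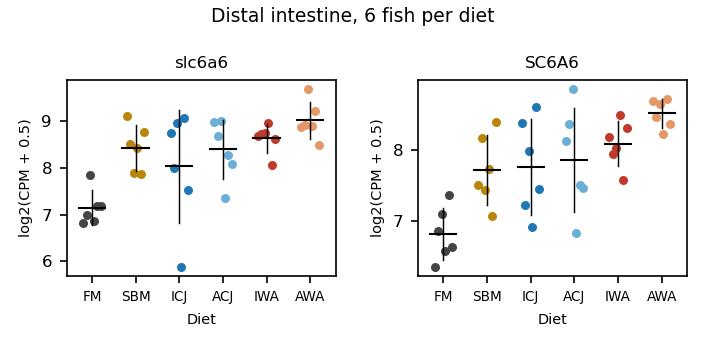
Expression of slc6a6 and SC6A6 in the DI, as log2(CPM + 0.5), for 6 fish per diet. Points are fish, horizontal lines are means and vertical bars ±1 SD, and the SBM fish lie above all FM fish for slc6a6 in 6 of 6 cases.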

In the current study, increased gut permeability is supported by up-regulation of solute carrier proteins, slc6a6 and SC6A6, in the DI of fish fed the SBM diet. This is similar to findings of previous studies that showed that SBM increases gut permeability through the up-regulation of genes associated with solute carriers and channel proteins [6,8,27]. The results also showed that fish fed SBM responded to inflammatory changes through up-regulation of genes associated with tight junction and lysosomal pathways. 

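The list of 38 lysosomal genes in the DI had a median log2 fold change of 0.159 in SBM|FM, with 27 genes higher (adjusted p = 0.00133 by camera). It did not pass by fry or with an estimated correlation. The list of 22 tight junction genes had a median of 0.04, with 13 genes higher (adjusted p = 0.498).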

Tight junction proteins play important roles in intestinal fluid permeability in Atlantic salmon [28,29,30,31]. 

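Of the junction genes in the DI, aquaporin aqp10b (ENSSSAG00000004589, chromosome 14, 56905140 to 56909152) had 10.1 ± 5.22 CPM (SD, n = 6) in SBM and 29.1 ± 11.8 in FM. Its log2 fold change was -1.54 (standard error 0.53, adjusted p = 0.351 by edgeR and 0.176 by DESeq2), and 5 of 6 SBM fish lay below all FM fish. Claudin cldn12 (ENSSSAG00000089964, chromosome 2, 16244105 to 16256648) had 3.34 ± 0.396 CPM in SBM and 3.6 ± 0.464 in FM, a difference smaller than the spread between fish (log2 fold change -0.11, standard error 0.17, adjusted p = 0.877). Nup93 (chromosome 16, 31777023 to 31820746) had 89.7 ± 32.3 CPM in SBM and 1340 ± 774 in FM, a log2 fold change of -3.90 (standard error 0.70, adjusted p = 0.0297, and 0.146 without SBM replicate 6), with 6 of 6 SBM fish below all FM fish. The spans of cldn12 and nup93 overlap other genes, so their counts can include or lose fragments of a neighbor. Nup93 was also lower in IWA (log2 fold change -3.95, adjusted p = 0.0242, and 0.0749 without IWA replicate 4) and AWA (-4.01, 0.00965). In ICJ it fell by 2.77 on the log2 scale (adjusted p = 0.0994, and 0.0161 without ACJ replicate 4), and in ACJ by 1.77 (adjusted p = 0.908). Without ACJ replicate 4, whose 1771 CPM lay within the FM range, the adjusted p in ACJ was 0.00799. Aqp10b passed in AWA (log2 fold change -2.28, adjusted p = 0.0219, and 0.0568 without AWA replicate 1).

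**Figure D4:**
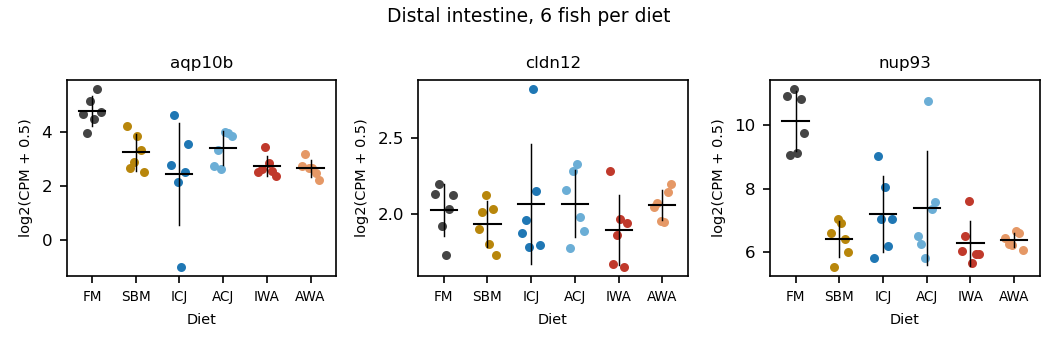
Expression of aqp10b, cldn12 and nup93 in the DI, as log2(CPM + 0.5), for 6 fish per diet. Points are fish, horizontal lines are means and vertical bars ±1 SD, and nup93 lies below all FM fish in 6 of 6 SBM, IWA and AWA fish.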

In this study, tight junction proteins such as aquaporin (aqp10b), claudin (cldn12) and nucleoporin (nup93) genes were up-regulated in response to feeding SBM. These have been previously reported in the intestine of Atlantic salmon fed SBM diets in response to increased gut permeability [8,28,32,33]. Lysosome is a vesicle that contains lysozyme, an anti-microbial protein responsible for pathogen degradation during innate immunity [34]. In this study, the up-regulation of the lysosomal pathway in fish fed SBM could be attributed to the translocation of opportunistic bacteria to the underlying mucosa due to increased intestinal permeability [9,10]. This result is in accordance with previous findings showing increased lysozyme production in the DI of Atlantic salmon fed SBM-based diet [6,35]. 

When comparing fish fed both CJ diets with FM, the results showed up-regulation of GO terms such as wound healing, as well as taurine and hypotaurine metabolism. Thus, it seems that the ICJ and ACJ yeasts were able to partially restore the integrity of the intestinal surface barrier following inflammatory damage caused by SBM. 

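The direct comparison of fish fed ICJ with fish fed SBM gave 0 DEGs in the DI by edgeR, with 1556 genes at an unadjusted p under 0.05 and 11 called by DESeq2. For ACJ|SBM, edgeR called 0, with 324 at an unadjusted p under 0.05. DESeq2 called 2 genes, which were chosen for mention after their values were seen: ENSSSAG00000117422, on an unplaced scaffold, and ENSSSAG00000088703, on chromosome 26 from 14066387 to 14072055. Both were lower in ACJ, with log2 fold changes of -19.48 and -23.61, and neither has a symbol. These estimates were not shrunk, and no filter on low counts was set before the fit, so their size is not reliable.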

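Vimentin (VIME, ENSSSAG00000073113, chromosome 19, 15232759 to 15240820) had 55.8 ± 27.9 CPM (SD, n = 6) in the DI of fish fed ICJ and 17.6 ± 6.59 in FM, a log2 fold change of 1.67 (standard error 0.51, adjusted p = 0.175 by edgeR and 0.0608 by DESeq2). In ACJ it had 35.9 ± 22.8 CPM, a log2 fold change of 1.03 (standard error 0.50), with an adjusted p of 1 by edgeR and 0.882 by DESeq2. Integrin itgb3a (ENSSSAG00000046837, LOC106607266, chromosome 6, 41764350 to 41794376) had 3.66 ± 1.04 CPM in ICJ and 1.52 ± 0.263 in FM, a log2 fold change of 1.26 (standard error 0.49, adjusted p = 0.28 by edgeR and 0.184 by DESeq2). All 6 ICJ fish lay above all FM fish for itgb3a. In ACJ it had 3.67 ± 3.09 CPM, with 4 of 6 fish above and 2 of 6 below all FM fish (adjusted p = 0.964). In SBM the log2 fold changes were 1.15 for VIME (adjusted p = 0.506) and 1.58 for itgb3a (0.298). Both genes passed in AWA, with a log2 fold change of 1.93 for VIME (adjusted p = 0.0359, and 0.0995 without AWA replicate 3) and of 2.24 for itgb3a (0.0189, and 0.0556 without AWA replicate 1).

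**Figure D5:**
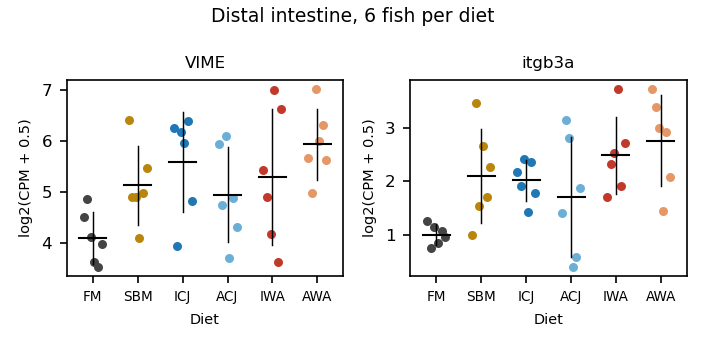
Expression of VIME and itgb3a in the DI, as log2(CPM + 0.5), for 6 fish per diet. Points are fish, horizontal lines are means and vertical bars ±1 SD. All 6 ICJ fish lie above all FM fish for itgb3a.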

In response to the intestinal damage, genes participating in the wound healing process, such as vimentin (VIME) and integrin protein (itgb3a), were activated in fish fed ICJ and ACJ diets. Vimentin (VIME) is known to interact with other structural proteins such as microtubules to maintain cellular integrity and provide resistance to cell damage [36]. Integrin protein (itgb3a) mediates the adhesive properties of intestinal epithelial cells and is needed to achieve mucosal wound closure [37]. Integrin interacts with the actin-binding protein, annexin A2, to facilitate movement of intestinal epithelial cells during wound resealing [37]. Our speculation is that the bioactive compounds in CJ support the wound resealing process, and this is partially responsible for its mode of action in counteracting SBMIE. Another possible mode of action of ICJ and ACJ may be connected to the reduction in oxidative stress through taurine and hypotaurine pathways. 

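The taurine synthesis gene csad (ENSSSAG00000065855, LOC106576775, chromosome 18, 10661764 to 10686199), whose span overlaps another gene, had 65.3 ± 41.1 CPM (SD, n = 6) in the DI of FM fish. It rose to 713 ± 489 CPM in ICJ, a log2 fold change of 3.45 (standard error 0.66, adjusted p = 0.0354, and 0.139 without FM replicate 6). In 5 of 6 ICJ fish it lay above all FM fish, while ICJ replicate 4 had 14.54 CPM. In ACJ it had 687 ± 485 CPM, a log2 fold change of 3.39 that passed by DESeq2 (adjusted p = 2.47e-05) and not by edgeR (0.104, and 0.00627 without ICJ replicate 4). The rise was also seen in the other diets: 561 ± 214 CPM in SBM (log2 fold change 3.1, adjusted p = 0.0744 by edgeR, 0.0161 without ICJ replicate 4 and 0.000165 by DESeq2), 813 ± 141 in IWA (3.64, 0.0242, and 0.0743 without FM replicate 6) and 1080 ± 507 in AWA (4.04, 0.00788). The gene gadl1 (ENSSSAG00000057034, chromosome 2, 1926210 to 1952275) had 1.22 ± 0.673 CPM in FM and 43.3 ± 52.5 in ICJ, a log2 fold change of 5.15 (standard error 0.97, adjusted p = 0.0354, and 0.139 without FM replicate 6). In ACJ it had 27.6 ± 28.7 CPM (4.50, adjusted p = 0.212 by edgeR and 2.56e-05 by DESeq2). In IWA it had 26.5 ± 18.8 CPM (4.45, 0.0364, and 0.0882 without IWA replicate 1), in AWA 54.4 ± 34.2 CPM (5.48, 0.00965) and in SBM 17 ± 13.7 CPM (3.8, 0.16 by edgeR, with 6 of 6 fish above all FM fish). Its paralog gadl1-like (ENSSSAG00000009722, LOC106594092, chromosome 5, 90829689 to 90854115) had 0.169 ± 0.181 CPM in FM and passed in AWA, with 4.15 ± 2.55 CPM (4.56, adjusted p = 0.0281, and 0.0634 without AWA replicate 5).

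**Figure D6:**
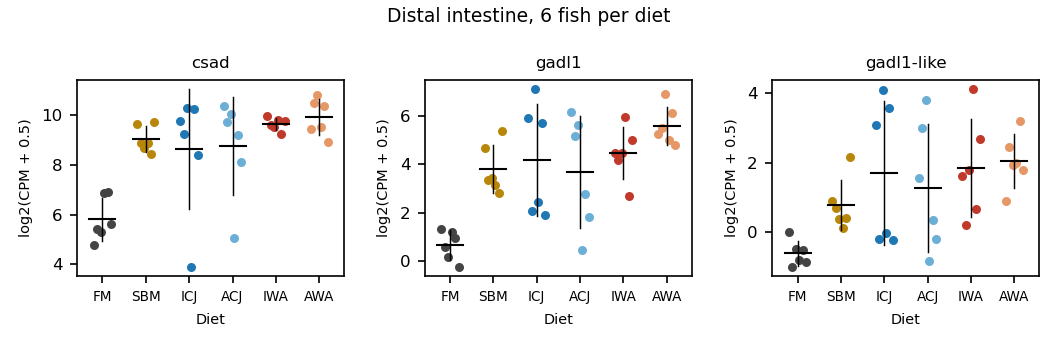
Expression of csad, gadl1 and gadl1-like in the DI, as log2(CPM + 0.5), for 6 fish per diet. Points are fish, horizontal lines are means and vertical bars ±1 SD. Csad lies above all FM fish in 6 of 6 SBM, IWA and AWA fish and in 5 of 6 ICJ and ACJ fish.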

Taurine is categorized as a semi-essential keto acid that plays a key role in innate immunity and reduction in oxidative stress [38,39]. 

Fish fed IWA and AWA diets revealed alteration of genes associated with the immune responses compared with those fed the FM diet. 

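Tumor necrosis factor TNFα (ENSSSAG00000044993, LOC100136509, chromosome 14, 93667456 to 93670321) had 1.79 ± 0.734 CPM (SD, n = 6) in the DI of FM fish, 0.756 ± 0.486 in IWA and 0.824 ± 0.471 in AWA. The log2 fold changes were -1.31 in IWA (standard error 0.71, adjusted p = 0.312 by edgeR and 0.249 by DESeq2) and -1.12 in AWA (standard error 0.69, 0.303 and 0.247). For interleukin-12, il12p40b2 (ENSSSAG00000069633, LOC106567437, chromosome 13, 55235155 to 55237452) had 3.07 ± 1.49 CPM in FM and 1.26 ± 0.572 in IWA. Its log2 fold change of -1.27 (standard error 0.35) passed by DESeq2 (adjusted p = 0.0181) but not by edgeR (0.0798), and in AWA it was -0.10 (0.87). The subunit il12ba (ENSSSAG00000041830, LOC106612126, chromosome 9, 88654458 to 88663446) changed by -2.04 in IWA (adjusted p = 0.164) and -1.90 in AWA (0.128) on the log2 scale, from 6.42 ± 4.49 CPM in FM. The subunit il12b2 (ENSSSAG00000009655, chromosome 26, 170663 to 181847) changed by -1.91 (adjusted p = 0.268) and -1.63 (0.264), and 1 FM fish, replicate 2, had 8.296 CPM of it against an FM mean of 2.13. The subunit il12a (ENSSSAG00000072619, chromosome 20, 59035269 to 59037098) and interferon gamma (ifng, ENSSSAG00000105299, chromosome 17, 78391970 to 78397192) had too few counts to be tested, at most 2 and 12 in any DI library. The mean of ifng was 0.0921 ± 0.133 CPM in FM, 0.0165 ± 0.0272 in IWA and 0.00601 ± 0.0147 in AWA, so a difference was not detectable at this depth (exact permutation test, p = 0.132 and 0.0606). The receptors of interferon gamma, which the paper's text does not name, were added after the data had been examined. The gene ifngr1b (ENSSSAG00000005697, chromosome 12, 30065011 to 30073335) was higher in AWA (10 ± 4.28 against 0.968 ± 0.348 CPM, log2 fold change 3.36, adjusted p = 0.0254, and 0.0556 without AWA replicate 1). The receptor ifngr2a (ENSSSAG00000074762, chromosome 21, 18914518 to 18919059) changed by -1.24 in IWA (adjusted p = 0.225). TLR7 (ENSSSAG00000042324, chromosome 25, 44252218 to 44258232) had 2 to 40 counts per DI library, 0.759 ± 0.287 CPM in FM and 0.303 ± 0.0961 in IWA. Its log2 fold change in IWA was -1.29 (standard error 0.46, adjusted p = 0.143 by edgeR and 0.0971 by DESeq2), with 6 of 6 IWA fish below all FM fish, and in AWA -0.17 (0.831).

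**Figure D7:**
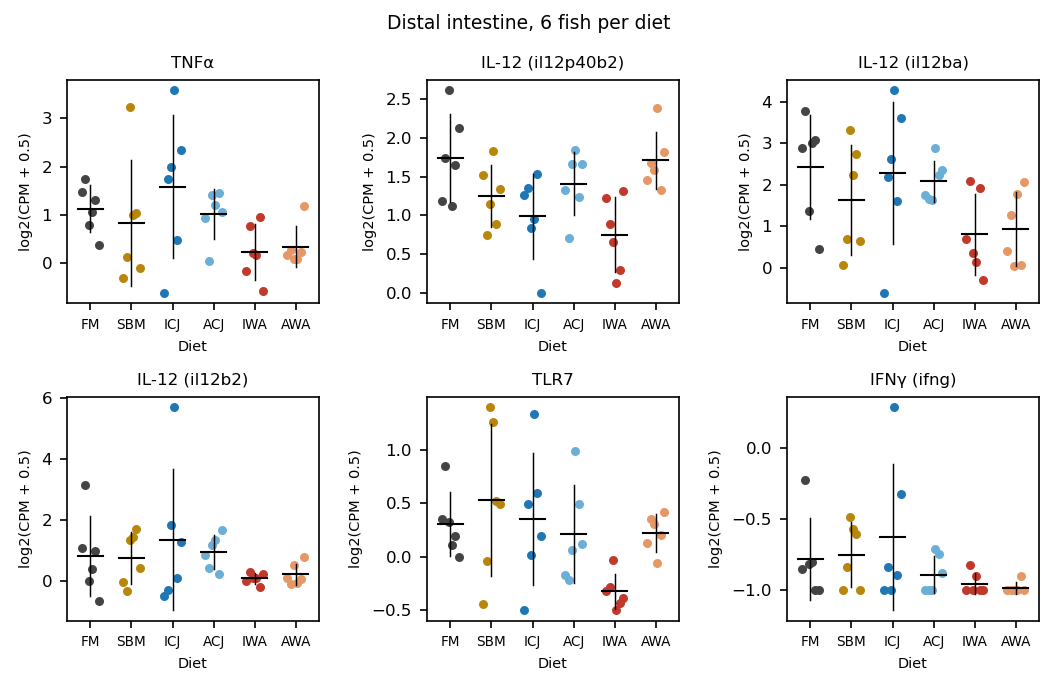
Expression of TNFα, of the 3 IL-12 subunits that could be tested, of TLR7 and of ifng in the DI, as log2(CPM + 0.5), for 6 fish per diet. Points are fish, horizontal lines are means and vertical bars ±1 SD. TLR7 lies below all FM fish in 6 of 6 IWA fish.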

Cytokines, such as tumor necrosis factor alpha (TNFα), interleukin-12 (IL-12), interferon gamma (IFNγ) and pattern recognition receptor (e.g., Toll-like receptor-7 (TLR7)) were down-regulated in fish fed IWA and AWA diets. This implies that these yeasts were able to control the inflammatory profile of SBM associated with M1 macrophages [40]. We speculate that the down-regulation of IL-12 reduced the inflammatory profile associated with SBM by suppressing the expression of TNFα and IFNγ. Previous studies have demonstrated increased expression TNFα and IFNγ in Atlantic salmon in response to dietary SBM [7,15]. Thus, the down-regulation of TNFα and IFNγ genes in the DI of fish fed IWA and AWA diets indicates the potential of these yeasts to regulate the inflammation caused by SBM. 

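Fish fed IWA were compared directly with fish fed SBM, and edgeR called 0 DEGs in the DI, with 2240 genes at an unadjusted p under 0.05. DESeq2 called 36 genes lower and 2 higher in IWA. For AWA|SBM, edgeR called 0, with 1669 at an unadjusted p under 0.05, and DESeq2 called 61 lower and 10 higher. The paper cites earlier studies in which TNFα and IFNγ rose with dietary SBM. It reads their decrease in IWA and AWA against FM as pointing to a possible control of SBM inflammation by these yeasts.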

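CD83 (ENSSSAG00000057240, LOC106605367, chromosome 5, 60889869 to 60893309) had 12.3 ± 3.63 CPM (SD, n = 6) in the DI of FM fish, 6.81 ± 1.76 in IWA and 5.95 ± 1.59 in AWA. The decrease in AWA passed (log2 fold change -1.04, standard error 0.28, adjusted p = 0.0387), with 6 of 6 AWA fish below all FM fish, but not without AWA replicate 5 (adjusted p = 0.0962). In IWA the log2 fold change was -0.84 (standard error 0.28), with 5 of 6 fish below all FM fish, and did not pass (adjusted p = 0.124 by edgeR and 0.0698 by DESeq2).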

The suppression of genes associated with TNFα and IFNγ in fish fed IWA and AWA diets is supported by the down-regulation of genes associated with CD83 expression. In higher vertebrates, CD83 is expressed by mature dendritic cells, and its down-regulation can suppress T helper cells and, in the process, decrease the expression of TNFα and IFNγ cytokines [41,42]. Although the possible immunomodulatory potential of IWA and AWA yeasts was detected on a transcriptomic level, this effect was not clearly seen on the histological level. 

Furthermore, the similar response of enriched pathways in fish fed the inactivated or autolyzed yeast diets (i.e., between ICJ vs. ACJ and IWA vs. AWA) suggests that processing by autolysis did not improve the beneficial health effect of the two yeast species in the current study, which is in contradiction with previous findings [7,15]. It is not clear what causes the discrepancy, but it might be related to the time lag between harvesting and autolysis of the yeast pastes in these experiments. 

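The inactivated and autolyzed yeasts were also compared directly in the DI. For ACJ|ICJ, edgeR called 0 DEGs, with 1643 genes at an unadjusted p under 0.05 and 13 called by DESeq2. For AWA|IWA it called 0, with 936 at an unadjusted p under 0.05. DESeq2 called 5 genes for AWA|IWA, chosen for mention after their values were seen: LOC106577753, ENSSSAG00000116104, ahsg1, LOC100136478 and ENSSSAG00000089462. Their log2 fold changes were -19.53, 28.11, -15.56, -17.35 and -6.43 in this order. The size of these estimates is not reliable, as they were made without shrinkage or a filter on low counts before the fit. Of the 99 DEGs of IWA|FM, 86 were also DEGs of AWA|FM, all with the same direction. The log2 fold changes of both comparisons had a Pearson correlation of 0.79 and a Spearman correlation of 0.781 across genes, which are not independent replicates. Counts simulated without any difference between diets, but with the same FM fish in both comparisons, gave 0.464 to 0.532. Random groupings of the 36 libraries, which mix the diets, gave a median of 0.537 and a range of 0.133 to 0.853. A score was computed for each fish as its mean difference from the FM fish over the 86 genes, signed so that the change in IWA and AWA is positive. The mean score was 1.63 ± 0.192 (SD, n = 6) in IWA and 1.64 ± 0.105 in AWA, on whose fish the genes were chosen. It was 1.17 ± 0.377 in SBM, 1.2 ± 0.593 in ICJ and 0.991 ± 0.552 in ACJ. The same FM fish enter the choice of the genes and every score, so scores above 0 arise in all diets even without a change, by an amount that was not determined.

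**Figure D8:**
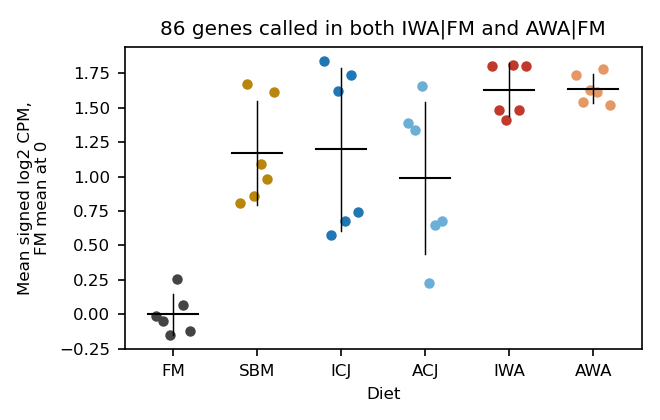
Score of each fish in the DI, the mean log2 difference from the FM fish over the 86 genes called in both IWA|FM and AWA|FM, for 6 fish per diet. Points are fish, lines are means and bars ±1 SD, and the FM fish lie between -0.152 and 0.257.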

The yeast pastes used by Agboola et al. [15] were stored for 5–6 months before the autolysis process. During this storage period, the yeasts might have undergone self-hydrolysis, which possibly contributes to their immunomodulatory effect in fish. On the contrary, yeasts used in the current study were autolyzed immediately after harvesting.

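Of the genes named by the paper and those with the largest changes in the DI, aqp10b, il12p40b2, il12a, ifng, ldlrad2, proca, prs27 and clic5a had too few counts in the spleen to be tested, and none of the others was called there by edgeR. In the spleen nup93 changed by -0.40 (standard error 0.13, adjusted p = 0.489) in SBM|FM and by -0.24 (0.603) in AWA|FM on the log2 scale, SC6A6 by 0.24 (0.399) in AWA|FM, and csad by 2.64 (standard error 0.83, adjusted p = 0.759) in ICJ|FM and 1.80 (standard error 0.84, adjusted p = 0.518) in AWA|FM. By DESeq2, ACJ|FM had 5 spleen genes and IWA|FM 4, chosen for mention after their values were seen. LOC106610419, LOC106610418 and ENSSSAG00000084893 were higher in both, with log2 fold changes from 18.45 to 22.85. ENSSSAG00000088703, which was lower (-23.37), and LOC106583825 (5.17) were called in ACJ|FM. The DESeq2 estimates were made without shrinkage or a filter on low counts before the fit, so the largest are not reliable in size. ENSSSAG00000121973 was called in IWA|FM, with a log2 fold change of 1.02 (adjusted p = 0.0331). From the transcriptome of the spleen the paper concludes that the diets caused no systemic effects.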

In the current study, the transcriptomic analysis of the spleen tissue revealed that the experimental diets did not induce systemic effects in fish. Previous studies on Atlantic salmon fed SBM-based diets have reported both similar effects [6] and contradicting effects [7] using head kidney and spleen, respectively. The reason for these differences is not clear, but it might be related to the sensitivity of immunological organs in the different life stages of fish. Similar to the current trial, Kiron et al.’s study [6] was conducted in seawater, whereas Morales-Lange et al.’s study [7] was conducted in freshwater. Thus, studies identifying possible factors influencing the systemic effect of fish fed SBM and SBM in combination with functional ingredients in both freshwater and seawater is warranted in the future. This might be key to our understanding of when to include functional ingredients in fish diets.

## 4. Materials and Methods

### 4.1. Yeast Production and Processing

In the present study, CJ and WA yeasts were cultured according to Lapeña et al. [43], using a growth medium containing a blend of enzymatic hydrolysates of pre-treated spruce wood (Picea abies) and chicken by-products. The yeast biomass was produced aerobically in a 42 L Techfors S bioreactor (Infors, Bottmingen, Switzerland) with 25 L working volume running as repeated batch fermentations. After harvesting, the yeasts were washed and re-suspended in 7 °C deionized water in a 30 L reactor, equipped with a helical impeller (Einar, Belach Bioteknik, Skogås, Sweden). The washed yeasts were further centrifuged to obtain a paste with 32% and 41% dry matter content for CJ and WA, respectively. The processing of the yeast paste was performed according to the method described by Agboola et al. [15]. Briefly, the paste from each yeast biomass was mixed and divided into two homogenous parts. The first part of the yeast paste was inactivated by spray-drying using a SPX 150 MS (SPX Flow Technology, Søborg, Denmark). The other part of the paste was autolyzed at 50 °C for 16 h in the 30 L Einar reactor, followed by spray-drying. The inlet and outlet temperatures of the spray-dryer were set at 180 and 80 °C, respectively. Inactivated CJ (ICJ), autolyzed CJ (ACJ), inactivated WA (IWA), and autolyzed WA (AWA) were the four yeast ingredients used in this study.

### 4.2. Formulation and Production of Fish Feeds

A total of six experimental diets were used in the current trial. The diets were a fishmeal-based (FM) control diet, a 30% soybean meal-based (SBM) diet as a challenging positive control diet, and four experimental diets containing 30% SBM and 10% inclusion of the different processed yeasts (ICJ, ACJ, IWA and AWA), respectively. The formulation and analyzed nutritional compositions of the experimental diets are presented in Table 3. The diets contained a similar ratio of digestible protein to digestible energy and were formulated to meet the nutritional requirement of Atlantic salmon smolts [44,45]. The plant-based diets were supplemented with crystalline lysine and methionine to balance the essential amino acid profile to that of the FM control. For feed production, all dry ingredients were weighed and mixed in a Spiry 25 dough mixer (Moretti Forni, Mondolfo, Italy). Gelatin was firstly mixed in cold water, then heated up to 60 °C in a microwave oven. The gelatin and fish oil were mixed with dry ingredients using the same mixer as described above. The mash was cold-pelleted using a P35A pasta extruder (Italgi, Carasco, Italy) and the resulting feed pellets were dried (to about 93% dry matter content) in small experimental dryers at about 60 °C drying temperature. The feeds were stored at 4 °C before and during the experimental period.

### 4.3. Fish Management and Feeding

A total of 450 vaccinated Atlantic salmon smolts with an average initial weight of 136 ± 0.25 g were sorted, batch weighed and transported in oxygenated plastic bags from the Center for sustainable Aquaculture at the Norwegian University of Life Sciences (Ås, Norway) to the research facility of Norwegian Institute of Water Resources (NIVA, Solbergstrand, Norway). The fish were randomly distributed into 18 fiber tanks (300 L) equipped with automatic feeders with 25 fish stocked into each tank. The six experimental diets were randomly allocated to all the tanks in triplicate. During the first week of the experiment, fish were fed 1% of their body weight, and feeding was subsequently increased based on feed consumption in each tank. Feeds were supplied 6 h a day using automatic feeders delivering feed every 12 min. Uneaten feed was collected after each feeding from the outlet water settling on a screen for each tank. Daily feed intake was calculated from the dry weight of the feed given and the dry weight of the recovered uneaten feed, corrected for feed recovery rate of each tank. Water salinity was gradually increased from 5 ppt at the start, until it reached full salinity (33 ppt) over the first 12 days of the experiment. Fish were kept under a 24 h light regime in a flow-through system with an average water temperature of 11.5 °C and average oxygen saturation of 84%. The water flow was kept at an average of 5.5 L min^−1^ during the experimental period. 

After 42 days of feeding, six fish were randomly selected from each tank, anesthetized with metacaine (MS-222, 50 mg L^−1^ water), and killed with a sharp blow to the head for tissue sampling. The body weight of individual selected fish was recorded and included in the total tank mean weight. After dissection, distal intestine (DI) and spleen tissue samples were collected from each selected fish. The DI is described as the segment from the increase in intestinal diameter and the appearance of transverse lumina folds to the anus. The DI was dissected longitudinally, the content was removed, and the tissue was carefully divided into two parts. One part was fixed in 10% phosphate-buffered formalin for 24 h before storage in 70% ethanol until further processing for both histological and immunohistochemistry analyses. The second part of the DI was cut into three pieces and immediately suspended in RNA-later and stored over night at 4 °C, and later at −80 °C until total RNA extraction. The spleen samples were treated in the same manner as the DI samples for total RNA extraction. The remaining fish per tank after tissue sampling were anesthetized, counted and group weighed for determination of fish growth performance. Furthermore, fecal samples were collected by stripping the remaining fish per tank for determination of nutrient digestibility. The fecal samples were stored at −20 °C before freeze-drying.

### 4.4. Histological Examination

The DI tissue samples (18 samples per dietary group) were processed at the Veterinary Institute Laboratory in Oslo, Norway, according to standard techniques for histological assessment [4]. Briefly, formalin-fixed DI tissue samples were dehydrated in ethanol, equilibrated in xylene, and embedded in paraffin. Longitudinal sections of 3 µm thickness from each DI tissue sample were prepared and stained with hematoxylin and eosin. The sections were then blindly characterized under a light microscope with an emphasis on the morphological changes observed with SBMIE as previously described by Baeverfjord and Krogdahl [4]. The histological scores were obtained through a semi-quantitative scoring system, measuring changes in four morphological criteria: shortening of mucosal fold height, increase in width and cellularity of the submucosa and lamina propria, and loss of enterocyte supranuclear vacuolization [4]. Each criterion was given a score of 0–4, where 0 represented normal; 1 mild changes; 2 moderate changes; 3 marked changes; and 4 severe changes. 

### 4.5. Detection of T-Lymphocytes by Immunohistochemistry

The CD3ε and CD8α positive T-lymphocytes in the DI tissue of fish fed the experimental diets were detected using immunohistochemistry, following previously described protocol [17]. Briefly, for labeling of CD3ε and CD8α positive T-lymphocytes, primary monoclonal antibody (CD3ε mouse anti-trout) at 1:600 [46] and primary monoclonal antibody (CD8α mouse anti-salmon) at 1:50 [47] were used. The slides were incubated at room temperature for 1 h, followed by 30 min incubation with secondary antibody. Sections labeled for CD3ε were incubated with secondary antibody kit polymer-HRP anti-mouse (DAKO En Vision+ System-HRP, Dako, Glostrup, Denmark) while sections labeled for CD8α were incubated with biotinylated secondary anti-mouse IgG antibody (BA-9200, Vector laboratories, Burlingame, CA, USA). Peroxidase activity in the CD3ε and CD8α slides were detected with 3,3′ diaminobenzidine (DAKO En Vision+ System-HRP, Dako, Glostrup, Denmark) and 3-amino-9-ethylcarbazole (SK-4205, Vector laboratories, Burlingame, CA, USA); respectively. Sections for both T-lymphocytes were counter-stained with hematoxylin for 10s and mounted using an Aquatex (Merck, Darmstadt, Germany). Slides incubated without the primary antibodies were included as negative controls for both T-lymphocytes. To estimate the area of lamina propria occupied by CD3ε and CD8α-labeled cells, QuPath digital pathology software (v0.2.3) [48] was used with some modifications to the previously described method of Reveco-Urzua et al. [17]. Fold length was measured from the stratum compactum to the tip of the simple fold using ImageJ software (v1.53c).

### 4.6. RNA Isolation, Library Preparation and RNA Sequencing

Total RNA was extracted from DI and spleen tissues collected from 36 fish (6 fish per dietary group) using Qiazol Lysis Reagent (Qiagen, Hilden, Germany) and chloroform following the protocol described by Toni et al. [49]. Thereafter, the RNA concentration was quantified using a NanoDrop TM 8000 spectrophotometer (Nanodrop Technologies, Wilmington, DE, USA). RNA integrity was determined using a 2100 Bioanalyzer (Agilent Technologies, Santa Clara, CA, USA). All samples showed high-quality integrity (RIN ≥ 8). Library preparation using TruSeq Stranded mRNA library prep (Illumina, San Diego, CA, USA) was performed at the Centre for Integrative Genetics (CIGENE, NMBU, Ås, Norway). Libraries were pooled and RNA sequencing was performed using the Illumina NovaSeq S4 platform (150 bp paired-end reads) at the Norwegian Sequencing Center (UiO, Oslo, Norway).

### 4.7. Data Analysis of RNA Sequencing

RNA sequence data analysis was performed using the publicly available nf-core/RNA-seq pipeline version 3.3 implemented in Nextflow 21.04.0 [50]. In brief, raw reads were trimmed using Trim Galore and clean reads were thereafter aligned to Salmo salar genome Ssal_v3.1 (GenBank assembly accession: GCA_905237065.2) by STAR_RSEM. Gene-level assignment was performed using featureCounts (v1.4.6). Differentially expressed genes (DEGs) between diets were estimated using DESeqe2 (v1.22.1) and SARTools (v1.7.3) R packages. All genes with a log_2_ fold change > 2 or < −2 were designated up or down, respectively. Significant DEGs were determined when the adjusted *p*-value was < 0.05. To characterize DEGs, gene ontology (GO) enrichment using three categories (molecular function, biological process, and cellular components) was performed with the ShinyGO (v0.741) online tool, applying the False Discovery Rate (FDR) correction for multiple testing [51]. GO categories were selected (minGSSize = 3) and displayed as Enrichment Score (–log_2_(P). EnrichmentMap v3.3.3 [52] in Cytoscape v3.8.1 [53] was used to visualize enriched GO terms for all diet comparisons in a network. Two GO terms were connected if their similarity coefficient (mean of overlap and Jaccard coefficients) was greater than 0.375.

### 4.8. Composition of Yeasts and Fish Feeds

The nutritional compositions of yeasts and feeds were determined according to a previously described protocol by Agboola et al. [54]. The composition of yeast cell wall was estimated without prior cell wall isolation following the method described by Hansen et al. [55]. Briefly, the yeasts were hydrolyzed with sulphuric acid and the liberated sugar monomers (mannose, N-acetylglucosamine and glucose) were quantified by high-performance anion-exchange chromatography with pulsed amperometric detection [55], to determine the mannan, chitin and glucan content of the yeast cell wall.

### 4.9. Calculations and Statistical Analyses

The biomass gain, SGR and FCR were calculated based on the equations expressed in Agboola et al. [54]. In brief, the biomass gain was expressed as the difference between the average final weight and initial body weight of fish per tank. The FCR was expressed as the ratio between average feed intake per day and average biomass gain per day. The SGR was calculated as the logarithm differences between the average final and initial weight of fish divided by the experimental period. The ADCs of nutrients in the diets were determined based on the equation of Cho and Slinger [56]. 

Fish performance, nutrient digestibility, and area of lamina propria covered with T-lymphocytes were tested for treatment effects using one-way ANOVA. Significance difference (*p* < 0.05) among diets were detected using Tukey’s HSD test. These analyses were performed using the SPSS statistical software package version 27 (IBM Institute, Armonk, NY, USA). Differences in histological scores for the various evaluated morphological characteristics of the DI tissue were analyzed for statistical significance using ordinal logistic regression in the R statistical package (version 3.6.2; 2019). Differences were examined based on odds ratios of the different feeding groups having different histology scores compared to the FM diet.

## 5. Conclusions

The results demonstrate that the inclusion of CJ yeast reduced the loss of supranuclear vacuolization and decreased population of CD8α positive cells in the DI of fish fed SBM-based diets. Inclusion of CJ and WA yeasts also induced transcriptomic changes related to wound healing and immune response pathways in fish fed SBM-based diets. Processing by autolysis did not improve the beneficial health effect of CJ and WA yeasts. This study suggests that the yeast species *Cyberlindnera jadinii* and *Wickerhamomyces anomalus* are novel high-quality protein sources with health-beneficial effects in terms of reducing inflammation associated with feeding plant-based diets to Atlantic salmon.

## Figures and Tables

**Figure 1:**
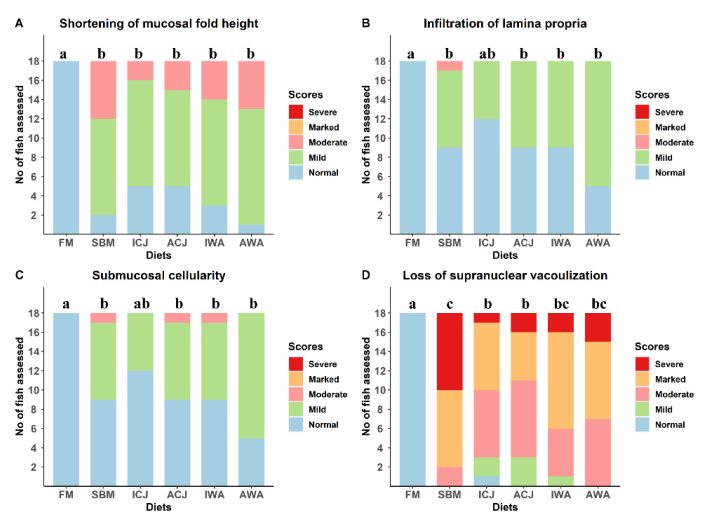
Histopathological changes in the distal intestine of Atlantic salmon smolts fed FM- or SBM-based diets with yeasts in seawater. The semi-quantitative scoring was obtained by measuring changes in four morphological parameters: (**A**) shortening of mucosal fold height; (**B**) infiltration of lamina propria; (**C**) submucosal cellularity; and (**D**) loss of supranuclear vacuolization. Each parameter was given a score of “0” representing normal morphology; “1” mild; “2” moderate; “3” marked; and “4” severe enteritis. Groups with different letters (a–c) above the bar charts are significantly different (*p* < 0.05). The diets were: FM—fishmeal-based; SBM—soybean meal-based; 4 experimental diets containing 300 g/kg SBM and 100 g/kg of ICJ—inactivated *Cyberlindnera jadinii*; ACJ—autolyzed *C. jadinii*; IWA—inactivated *Wickerhamomyces anomalus*; AWA—autolyzed *W. anomalus* diets.

**Figure 2:**
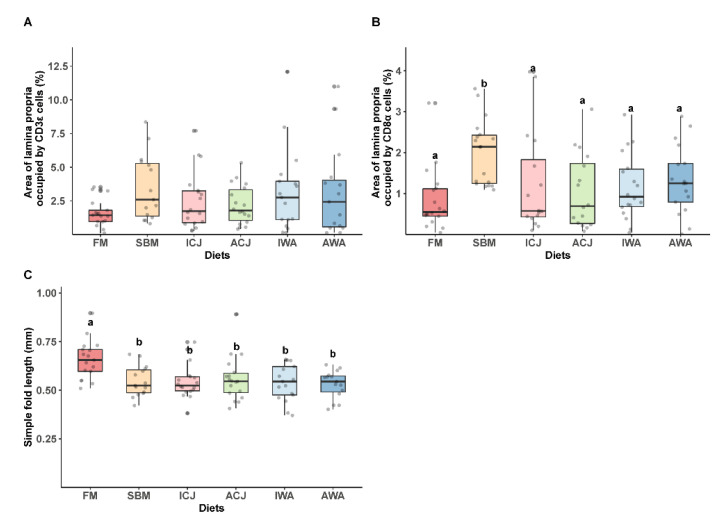
Area of lamina propria occupied by (**A**) CD3ε and (**B**) CD8α T-cells, and (**C**) simple fold length of the distal intestine of Atlantic salmon smolts fed FM- or SBM-based diets with yeasts in seawater. Groups with different letters (a–b) above the boxplots are significantly different (*p* < 0.05). The diets were: FM—fishmeal-based; SBM—soybean meal-based; 4 experimental diets containing 300 g/kg SBM and 100 g/kg of ICJ—inactivated *Cyberlindnera jadinii*; ACJ—autolyzed *C. jadinii*; IWA—inactivated *Wickerhamomyces anomalus*; AWA—autolyzed *W. anomalus* diets.

**Figure 3:**
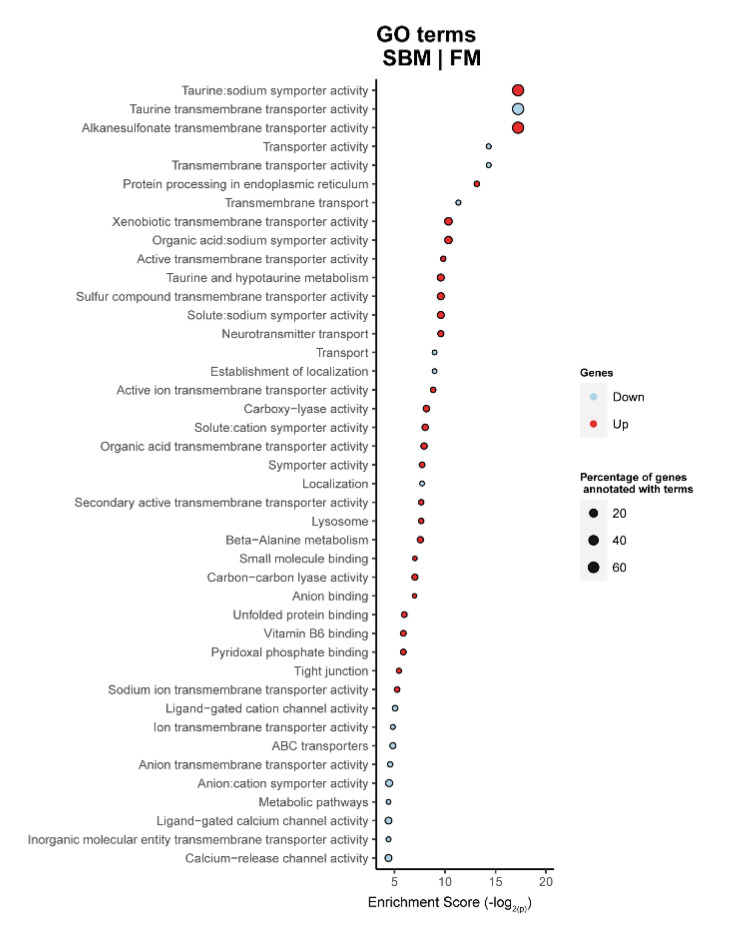
Significantly enriched gene ontology (GO) terms (minGSSize = 3) in the distal intestine of Atlantic salmon smolts fed SBM-based diet compared with fish fed the FM-based diet. The list is ordered by decreasing Enrichment Score (−log_2_(P)). Up, up-regulated (in red); Down, down-regulated (in light blue). The diets were: FM—fishmeal-based and SBM—soybean meal-based diets.

**Figure 4:**
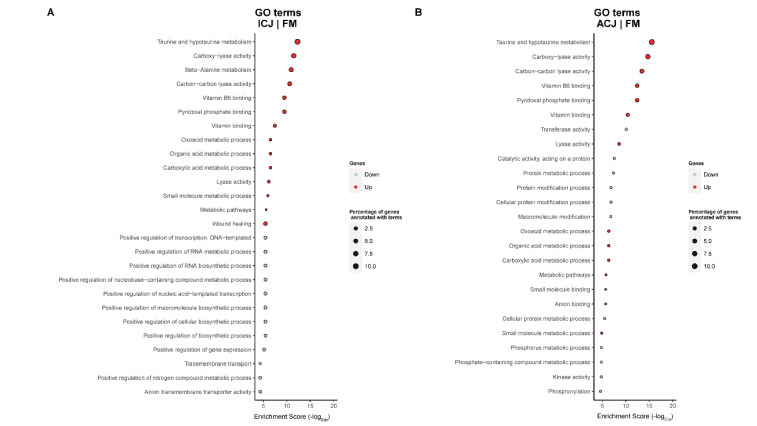
Significantly enriched gene ontology (GO) terms (minGSSize = 3) in the distal intestine of Atlantic salmon smolts fed ICJ (**A**) or ACJ (**B**) diets compared with fish fed the FM diet. The list is ordered by decreasing Enrichment Score (-log_2_(P)). Up, up-regulated (in red); Down, down-regulated (in light blue). The diets were: FM—fishmeal-based; and diet containing 300 g/kg SBM with 100 g/kg of ICJ—inactivated *Cyberlindnera jadinii* and ACJ—autolyzed *C. jadinii* diets.

**Figure 5:**
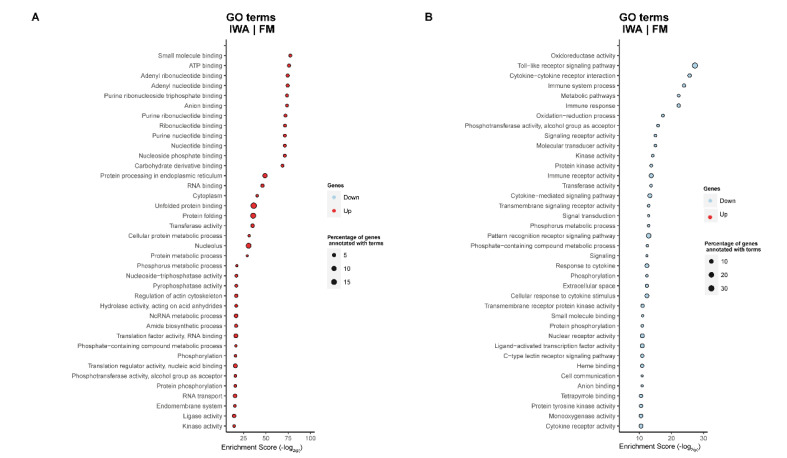
Significantly enriched gene ontology (GO) terms (minGSSize = 3) in the distal intestine of Atlantic salmon smolts fed the IWA diet compared with fish fed the FM diet. The list is ordered by decreasing Enrichment Score (−log_2_(P)). (**A**). Up, up-regulated (in red); (**B**). Down, down-regulated (in light blue). The diets were: FM—fishmeal-based; and diets containing 300 g/kg SBM with 100 g/kg of IWA—inactivated *Wickerhamomyces anomalus* diet. The top 40 up-regulated and down-regulated genes are presented.

**Figure 6:**
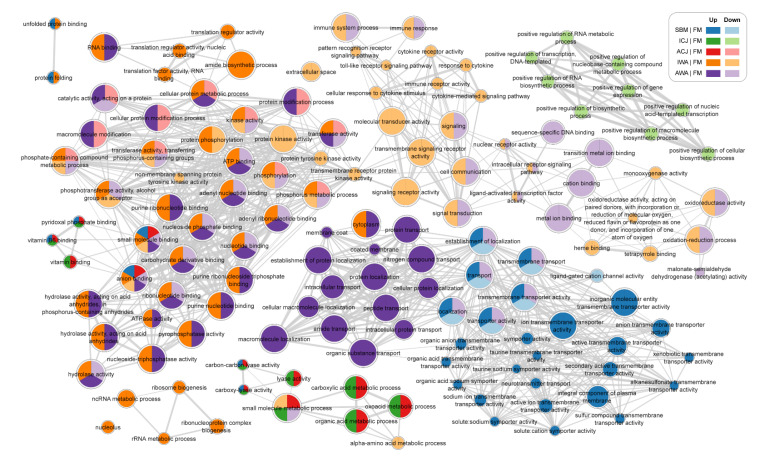
Network of significantly enriched GO terms between different diet comparisons. Each node is a GO term with size indicating the number of genes annotated with that term. Edges connect GO terms that are sufficiently similar to each other in terms of shared genes with edge thickness indicating the similarity coefficient (>0.375). Node colors indicate diet comparisons in which the GO term was significantly enriched, according to the color legend. The diets were: FM—fishmeal-based; SBM—soybean meal-based; 4 experimental diets containing 300 g/kg SBM and 100 g/kg of ICJ—inactivated *Cyberlindnera jadinii*; ACJ—autolyzed *C. jadinii*; IWA—inactivated *Wickerhamomyces anomalus*; AWA—autolyzed *W. anomalus diets*. Cytoscape was used to visualize enriched GO terms for all diet comparisons in a network.

**Table 1:** Composition of spray-dried yeasts with and without the autolysis treatment. All values are presented in % DM, except gross energy, which is presented in MJ/kg DM.

	*Cyberlindnera jadinii*		*Wickerhamomyces anomalus*	
	Inactivated	Autolyzed	Inactivated	Autolyzed
DM ^1^ (%)	96.3 ± 0.03	93.1 ± 0.04	96.1 ± 0.02	96.1 ± 0.06
**Nutrients (% DM) ^2^**				
Crude protein	46.5 ± 0.47	47.4 ± 0.01	43.0 ± 0.04	42.1 ± 0.26
Crude lipids	2.9 ± 0.18	5.7 ± 0.17	2.8 ± 0.06	4.1 ± 0.02
Ash	5.7 ± 0.00	5.9 ± 0.01	5.5 ± 0.00	5.5 ± 0.00
Total phosphorus	0.6 ± 0.02	0.6 ± 0.01	0.5 ± 0.01	0.4 ± 0.02
Gross energy (MJ/kg DM)	21.8 ± 0.01	22.32 ± 0.02	21.1 ± 0.01	21.5 ± 0.01
**Cell wall polysaccharides (% DM) ^3^**				
β-glucan	16.4 ± 3.19	11.1 ± 0.84	15.0 ± 1.41	11.8 ± 0.73
Mannan	7.9 ± 2.16	6.0 ± 0.66	11.3 ± 0.95	10.4 ± 0.67
Chitin	0.3 ± 0.07	0.2 ± 0.02	0.5 ± 0.05	0.4 ± 0.08

^1^ DM—dry matter; ^2^ Crude protein, crude lipids, ash, total phosphorus, and gross energy contents of yeasts are mean values ± SD from duplicate analyses; ^3^ β-glucan, mannan and chitin contents of yeasts are mean values ± SD from triplicate analyses.

**Table 2:** Significant differentially expressed genes (DEGs) per diet-comparison ^1^.

Diet Comparison	Down-Regulated	Up-Regulated
***Distal intestine***		
SBM|FM	173	143
ICJ|FM	71	54
ACJ|FM	33	31
IWA|FM	1299	1036
AWA|FM	2685	2714
***Spleen***		
SBM|FM	6	20
ICJ|FM	15	11
ACJ|FM	5	12
IWA|FM	7	6
AWA|FM	12	19

^1^ The diets were: FM—fishmeal-based; SBM—soybean meal-based; 4 other diets containing 300 g/kg SBM and 100 g/kg of ICJ—inactivated *Cyberlindnera jadinii*; ACJ—autolyzed *C. jadinii*; IWA—inactivated *Wickerhamomyces anomalus*; AWA—autolyzed *W. anomalus* diets.

**Table 3:** Formulation and nutritional composition of the experimental diets *.

	FM	SBM	ICJ	ACJ	IWA	AWA
***Diet Formulation* ^a^**						
Fish meal ^b^	433.4	261.4	208.4	208.4	208.4	208.4
Soybean meal ^c^	0	300	300	300	300	300
Yeast ^n^	0	0	100	100	100	100
Wheat gluten ^d^	170	136	111	111	111	111
Potato starch ^e^	120	90	68	68	68	68
Cellulose	80	0	0	0	0	0
Fish oil ^f^	130	130	130	130	130	130
Gelatin ^g^	60	60	60	60	60	60
Monocalcium phosphate ^h^	0	10	10	10	10	10
Premix ^i^	5	5	5	5	5	5
L-lysine ^j^	0	3	3	3	3	3
DL-Methionine ^k^	0	3	3	3	3	3
Choline chloride ^l^	1.5	1.5	1.5	1.5	1.5	1.5
Yttrium oxide ^m^	0.1	0.1	0.1	0.1	0.1	0.1
***Diet Composition (Analyzed Values)* ^o^**						
Dry matter (g/kg)	926	897	889	889	924	913
Crude protein	531	542	518	530	519	521
Starch	131	103	92	93	89	87
Ash	78	77	75	75	74	74
Carbon	509	510	503	518	513	511
Sulphur	6.0	6.3	6.2	6.0	6.1	6.0
Energy (MJ/kg DM)	23.3	23.1	23.3	23.3	23.1	23.1
DP:DE ^p^	23.1	23.3	22.8	22.8	22.5	22.5

^a^ Diet formulations are expressed in g/kg; ^b^ LT fishmeal, Norsildmel, Egersund, Norway; ^c^ Soybean meal, Denofa AS, Fredrikstad, Norway; ^d^ Wheat gluten, Amilina AB, Panevezys, Lithuania; ^e^ Lygel F 60, Lyckeby Culinar, Fjälkinge, Sweden; ^f^ NorSalmOil, Norsildmel, Egersund, Norway; ^g^ Rousselot 250 PS, Rousselot SAS, Courbevoie, France; ^h^ Monocalcium phosphate, Bolifor MCP-F, Yara, Oslo, Norway; ^i^ Premix fish, Norsk Mineralnæring AS, Hønefoss, Norway. Per kg feed; Retinol 3150.0 IU, Cholecalciferol 1890.0 IU, α-tocopherol SD 250 mg, Menadione 12.6 mg, Thiamin 18.9 mg, Riboflavin 31.5 mg, d-Ca-Pantothenate 37.8 mg, Niacin 94.5 mg, Biotin 0.315 mg, Cyanocobalamin 0.025 mg, Folic acid 6.3 mg, Pyridoxine 37.8 mg, Ascorbate monophosphate 157.5 g, Cu: CuSulfate 5H_2_O 6.3 mg, Zn: ZnSulfate 151.2 mg, Mn: Mn(II)Sulfate 18.9 mg, I: K-Iodide 3.78 mg, Ca 1.4 g; ^j^ L-Lysine CJ Biotech CO., Shenyang, China; ^k^ Rhodimet NP99, Adisseo ASA, Antony, France; ^l^ Choline chloride, 70% Vegetable, Indukern SA., Spain; ^m^ Y_2_O_3_. Metal Rare Earth Limited, Shenzhen, China; ^n^ ICJ—inactivated *Cyberlindnera jadinii*; ACJ—autolyzed *C. jadinii*; IWA—inactivated *Wickerhamomyces anomalus*; AWA—autolyzed *W. anomalus*; ^o^ Diet compositions are expressed in g/kg dry matter (DM) unless otherwise stated; ^p^ DP:DE = Digestible protein to digestible energy ratio. Calculated using internal digestibility values of various ingredients; * The diets were: FM—fishmeal-based; SBM—soybean meal-based; 4 other diets containing 300 g/kg SBM and 100 g/kg of ICJ, ACJ, IWA and AWA yeasts.

## Data Availability

The obtained raw sequencing data were deposited in the Gene Expression Omnibus database (GEO-NCBI: GSE193239). Other raw data generated in this study are available from the corresponding authors, upon reasonable request.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/ijms23031675/s1.

# Supplementary material for: Effects of Yeast Species and Processing on Intestinal Health and Transcriptomic Profiles of Atlantic Salmon (Salmo salar) Fed Soybean Meal-Based Diets in Seawater
**Source:** Int J Mol Sci. 2022 Jan 31;23(3):1675. doi: 10.3390/ijms23031675
**Supplement:** Supplementary file 1

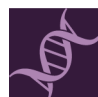

TABLE S1 Amino acid composition of yeasts with and without the autolysis treatment, after the drying process<sup>1</sup>.

|                                                        | <i>Cyberlindnera jadinii</i> |           | <i>Wickerhamomyces anomalus</i> |           |
|--------------------------------------------------------|------------------------------|-----------|---------------------------------|-----------|
|                                                        | Inactivated                  | Autolyzed | Inactivated                     | Autolyzed |
| <u>Essential amino acids (g/kg DM)<sup>2</sup></u>     |                              |           |                                 |           |
| Arginine                                               | 25.5                         | 20.4      | 22.6                            | 18.9      |
| Histidine                                              | 10.7                         | 11.0      | 10.2                            | 10.1      |
| Isoleucine                                             | 14.6                         | 15.5      | 13.4                            | 13.5      |
| Leucine                                                | 24.4                         | 25.1      | 22.0                            | 22.0      |
| Lysine                                                 | 23.9                         | 24.9      | 24.3                            | 23.6      |
| Methionine                                             | 5.4                          | 5.5       | 4.2                             | 4.3       |
| Phenylalanine                                          | 14.1                         | 13.9      | 13.2                            | 13.0      |
| Threonine                                              | 17.1                         | 17.5      | 15.1                            | 15.1      |
| Valine                                                 | 14.8                         | 15.8      | 12.7                            | 12.8      |
| <u>Non-essential amino acids (g/kg DM)<sup>2</sup></u> |                              |           |                                 |           |
| Alanine                                                | 23.0                         | 25.3      | 21.0                            | 21.7      |
| Aspartic acid                                          | 33.1                         | 33.1      | 31.2                            | 30.8      |
| Glycine                                                | 24.3                         | 25.5      | 21.9                            | 22.0      |
| Glutamic acid                                          | 62.3                         | 50.5      | 62.6                            | 48.7      |
| Cysteine                                               | 3.4                          | 3.3       | 2.8                             | 2.6       |
| Tyrosine                                               | 10.5                         | 10.4      | 11.0                            | 10.9      |
| Proline                                                | 18.8                         | 19.7      | 17.7                            | 16.9      |
| Serine                                                 | 15.6                         | 15.7      | 15.3                            | 15.1      |
| Sum amino acids <sup>3</sup>                           | 341.3                        | 333.2     | 321.3                           | 302.2     |
| Non-protein nitrogen <sup>4</sup>                      | 124.2                        | 140.5     | 108.3                           | 119.1     |

<sup>1</sup>Values are presented as mean from duplicate analysis. The amino acid contents of yeasts are expressed using water corrected molecular weights.

<sup>2</sup>DM – dry matter.

<sup>3</sup>sum of amino acids = essential + non-essential amino acids.

<sup>4</sup>Non-protein nitrogen = crude protein – sum amino acids.

TABLE S2 Growth performance and apparent digestibility coefficient (%; ADC) of nutrients in experimental diets fed to Atlantic salmon in seawater.<sup>1</sup>

|                                                                        | FM                 | SBM                 | ICJ                | ACJ                | IWA                | AWA                | SEM <sup>2</sup> | P-values <sup>3</sup> |
|------------------------------------------------------------------------|--------------------|---------------------|--------------------|--------------------|--------------------|--------------------|------------------|-----------------------|
| <b><u>Growth performance</u></b>                                       |                    |                     |                    |                    |                    |                    |                  |                       |
| Initial biomass (g/fish)                                               | 136.0              | 135.9               | 136.0              | 136.2              | 135.7              | 135.9              | 0.06             | 0.413                 |
| Final biomass (g/fish)                                                 | 184.8              | 182.4               | 182.5              | 174.3              | 175.5              | 174.3              | 1.71             | 0.266                 |
| Biomass gain (g/fish/d)                                                | 1.16               | 1.11                | 1.11               | 0.91               | 0.95               | 0.91               | 0.04             | 0.306                 |
| Specific growth rate (%/d)                                             | 0.73               | 0.70                | 0.70               | 0.59               | 0.61               | 0.59               | 0.02             | 0.329                 |
| Feed intake (g/fish/d)                                                 | 1.73               | 1.63                | 1.66               | 1.56               | 1.65               | 1.59               | 0.02             | 0.088                 |
| Feed conversion ratio                                                  | 1.50               | 1.49                | 1.52               | 1.77               | 1.76               | 1.81               | 0.06             | 0.422                 |
| <b><u>Apparent digestibility coefficient of nutrients (%; ADC)</u></b> |                    |                     |                    |                    |                    |                    |                  |                       |
| Dry matter                                                             | 67.5 <sup>a</sup>  | 65.1 <sup>ab</sup>  | 65.0 <sup>ab</sup> | 65.4 <sup>ab</sup> | 62.6 <sup>ab</sup> | 61.9 <sup>b</sup>  | 0.60             | 0.048                 |
| Crude protein                                                          | 86.6 <sup>a</sup>  | 82.9 <sup>b</sup>   | 82.2 <sup>b</sup>  | 82.1 <sup>b</sup>  | 79.8 <sup>b</sup>  | 79.9 <sup>b</sup>  | 0.62             | 0.001                 |
| Crude lipids                                                           | 92.6 <sup>ab</sup> | 92.2 <sup>abc</sup> | 94.2 <sup>a</sup>  | 92.5 <sup>ab</sup> | 90.3 <sup>c</sup>  | 91.8 <sup>bc</sup> | 0.33             | 0.003                 |

<sup>1</sup>The diets were: FM – fishmeal-based; SBM – soybean meal-based; 4 other diets containing 300 g/kg SBM and 100 g/kg of ICJ – inactivated *Cyberlindnera jadinii*; ACJ – autolyzed *C. jadinii*; IWA – inactivated *Wickerhamomyces anomalus*; AWA – autolyzed *W. anomalus* diets.

<sup>2</sup>Standard error of mean.

<sup>3</sup>Means in the same row but with different superscript (a-c) denote significant ( $P < 0.05$ ) difference among the experimental diets and was computed using Tukey comparison test. n is 3 replicate tanks per dietary group.

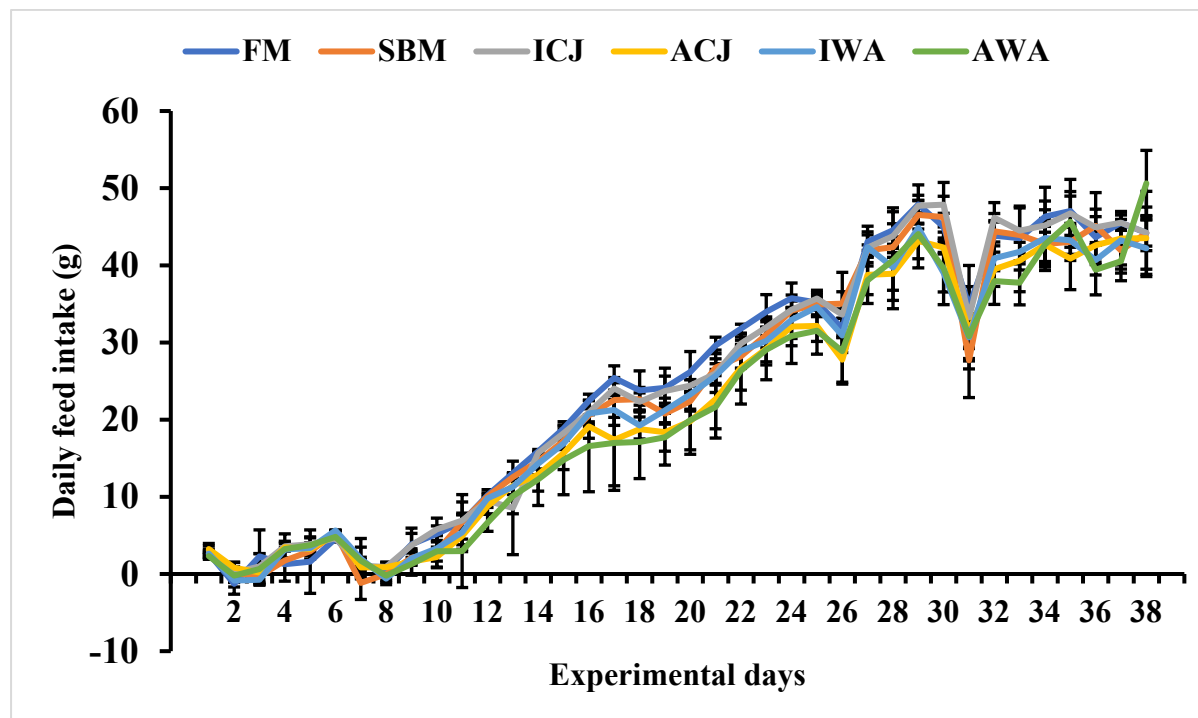

FIGURE S1 Average daily feed intake of Atlantic salmon fed the experimental diets in seawater. Each data point is the mean  $\pm$  standard deviation of the three tanks per dietary group. FM – fishmeal-based; SBM – soybean meal-based; 4 other diets containing 300 g/kg SBM and 100 g/kg of ICJ – inactivated *Cyberlindnera jadinii*; ACJ – autolyzed *C. jadinii*; IWA – inactivated *Wickerhamomyces anomalus*; AWA – autolyzed *W. anomalus* diets.

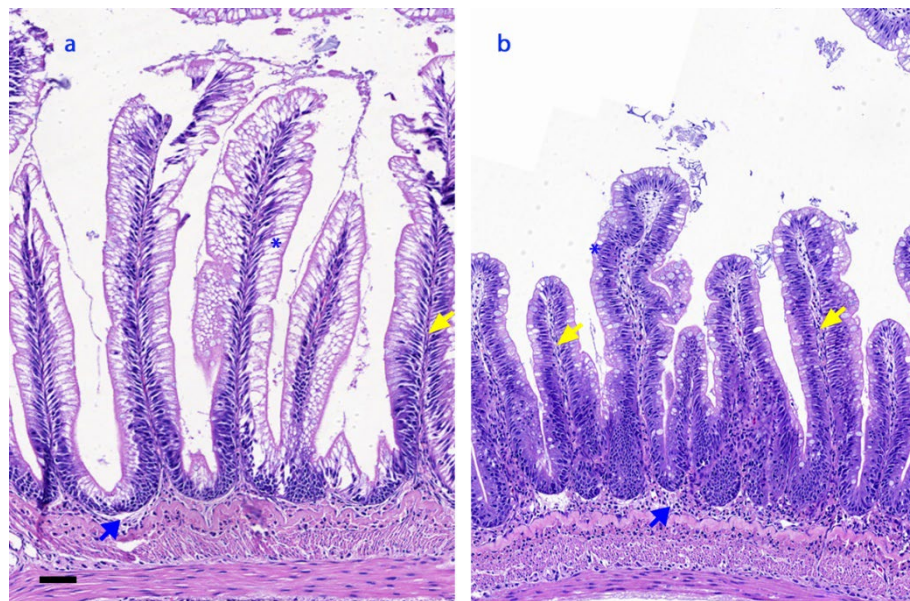

FIGURE S2 Representative images of distal intestinal sections showing **a)** normal and healthy gut and **(b)** gut with mild inflammation. Image **b** is characterized by infiltration of the submucosa (blue arrow) and lamina propria (yellow arrow); mild shortening of mucosal folds and loss of enterocyte supranuclear vacuolization (blue asterisks). Scale bar represents a distance of 50  $\mu\text{m}$ .

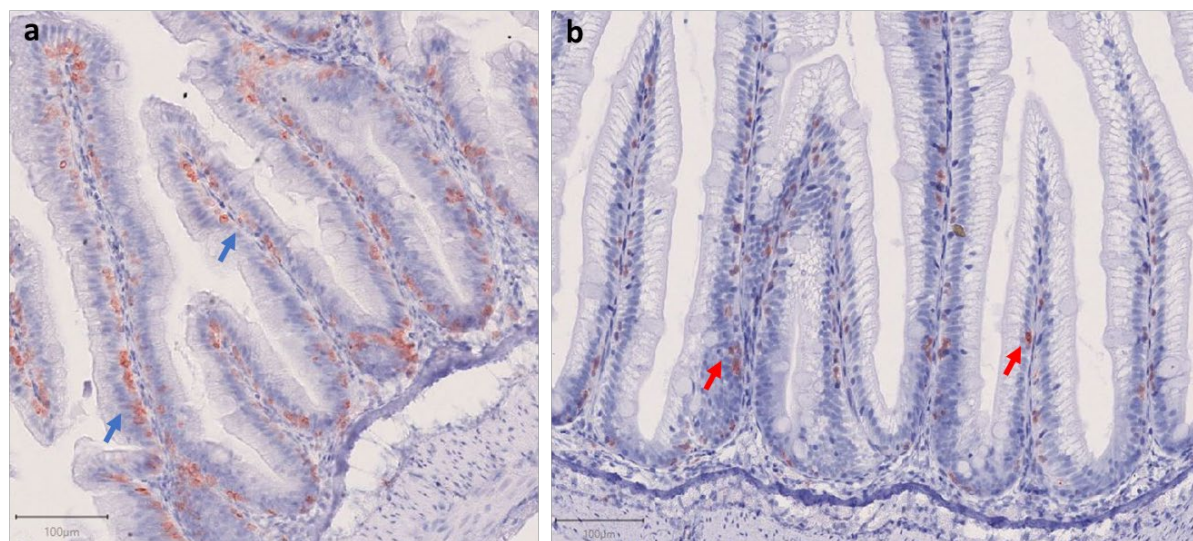

FIGURE S3 Representative images of distal intestine showing abundance of (a) CD3ε positive lymphocytes (blue arrow) compared with (b) CD8α positive lymphocytes (red arrow) in fish fed the experimental diets. Images are representatives of distal intestine of fish fed the soy-bean meal diet.

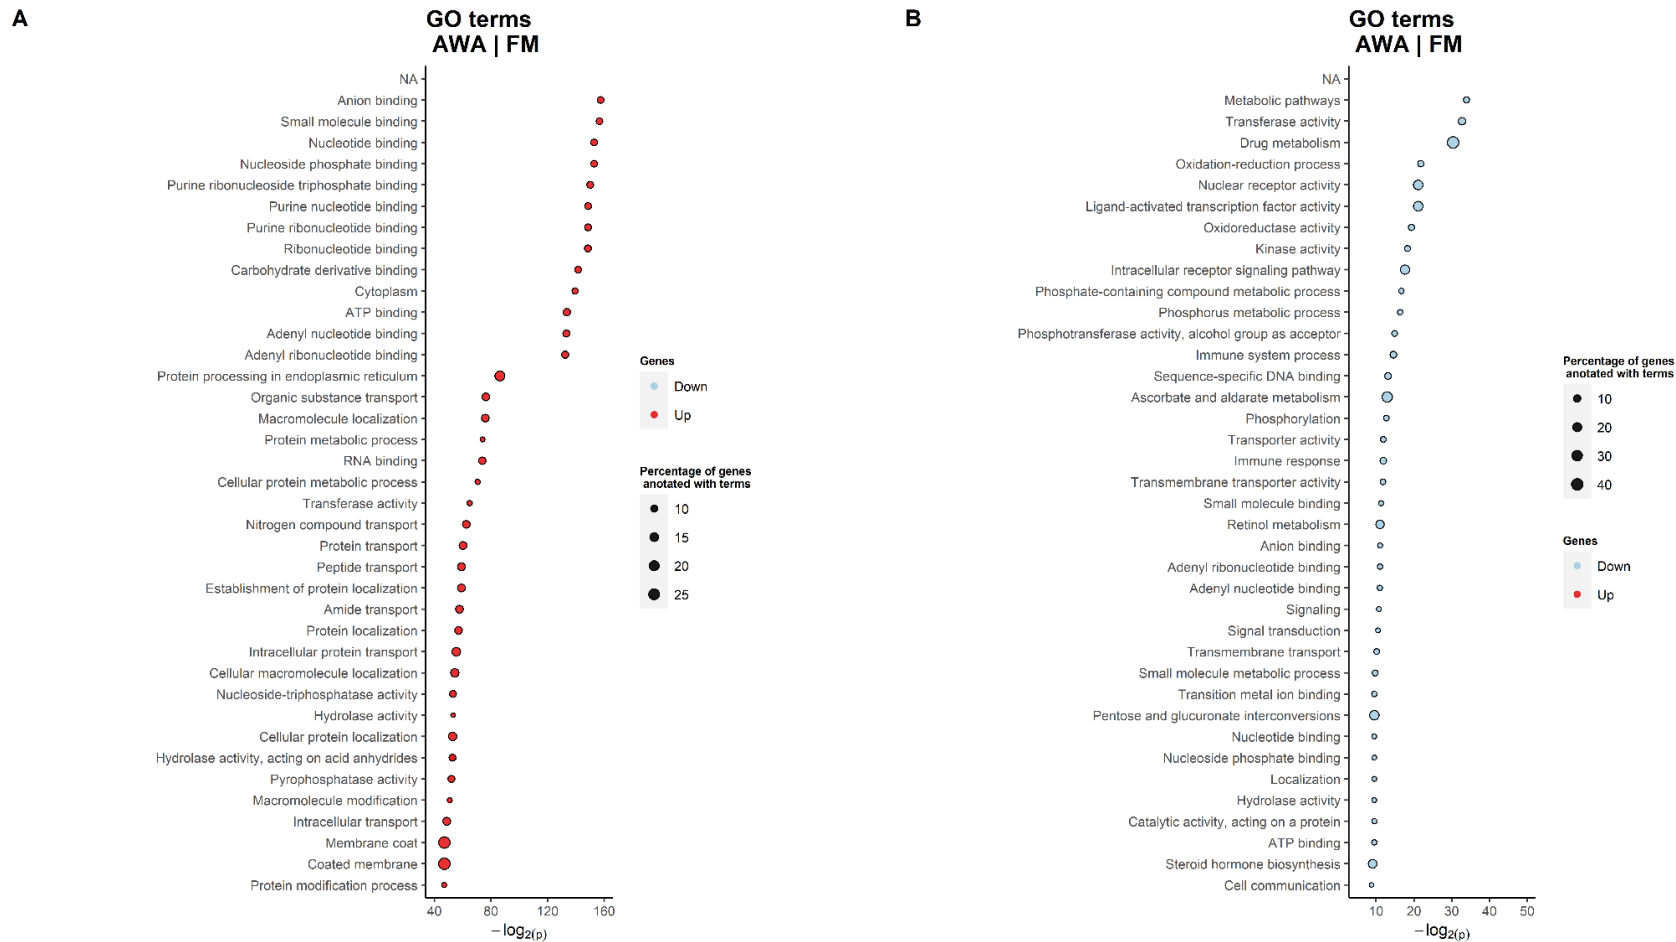

FIGURE S4 Significantly enriched gene ontology (GO) terms (minGSSize = 3) in distal intestine of Atlantic salmon smolts fed AWA diet compared with fish fed FM diet. The list is ordered by decreasing Enrichment Score ( $-\log_2(P)$ ). A. Up, upregulated (in red); B. Down, down-regulated (in light blue). The diets were: FM – fishmeal-based; and diet containing 300 g/kg SBM and 100 g/kg of IWA – autolyzed *Wickerhamomyces anomalus*. The top 40 up-regulated and down-regulated genes are presented.

How the deposited data were processed for this re-analysis (not part of the article)

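RNA-seq libraries from the DI and the spleen of 6 fish on each of 6 diets, 72 in all, were deposited as one count table per library. According to the methods and the headers of the tables, the libraries were made with the TruSeq Stranded mRNA kit, sequenced as pairs on a NovaSeq instrument, trimmed with Trim Galore and aligned to Ssal_v3.1 with STAR_RSEM in nf-core/rnaseq. Fragments were counted per gene with featureCounts as reverse-stranded pairs, without an option to count fragments that map to several places. The values are raw fragment counts for 69389 genes, 55462 of them with a count in at least 1 library. The number of pairs of libraries with identical counts was 0.

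The precision of a count is limited by the depth, between 6976621 and 35187924 fragments on genes per library, and by the variation between fish. Checked on simulated data with 200 genes changed between AWA and FM, the edgeR test recovered 65.5% of them in the DI, 49% of those changed by 1 and 82% of those changed by 2 on the log2 scale, and 85.5% in the spleen. All recovered genes had the right direction, and 3.676% of the calls in the DI and 3.933% in the spleen were false. DESeq2 recovered 69% in the DI and 87.5% in the spleen, with 12.1% and 17.45% of its calls false. The interaction test between the tissues recovered 49% with edgeR, with 4.854% of calls false, and 67.5% with DESeq2, with 23.3% false. Genes were simulated independently of each other, so these shares leave out variation that many genes have in common. In random groupings of the DI libraries, ICJ|FM had a median of 0 DEGs by edgeR but up to 2405.

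Each tissue was analysed in one fit of its 36 libraries with edgeR 4.0.16, with TMM scaling, the default filter on low counts and the robust quasi-likelihood test. Adjusted p are Benjamini-Hochberg values over the genes tested, and the threshold was 0.05. The wording of the methods, which names a log2 fold change above 2 or below -2 beside the adjusted p, was tried as an alternative. The comparisons were each diet with FM in both tissues, and ICJ, ACJ, IWA and AWA with SBM, ACJ with ICJ and AWA with IWA in the DI. The interaction of diet and tissue was tested in the 24 libraries of 12 fish with the fish as a block. Under TMM scaling the median log2 fold change of all genes was -0.0802 in AWA|FM, under RLE size factors -0.117 and with DESeq2 -0.16, and changes are relative to these scalings.

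Alternatives set before the data were examined were DESeq2 1.42.0, the limit on the fold change with either tool, RLE size factors, no filter beyond a count above 0, a fit of only the 12 libraries compared, the replicate number as a block, the tank as a random block in limma 3.58.1, counts summed over the fish of a tank, and each library left out in turn. Tanks are not labelled, and were inferred as runs of 6 fish numbers, 3 tanks per diet. A score of the posterior Hox genes as a covariate was added after the data were seen.

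Gene symbols were taken from the reference annotation of Ssal_v3.1 for the 34332 genes that overlapped one of its 65341 genes by at least 50% of both spans, 8823 of them with a symbol other than a LOC number. Of these pairs, 687 had another candidate. The genes cldn12 and csad were paired by their exons. The rule for naming genes, written before the data were examined, took every gene named in the paper's account of the transcriptome, and csad and gadl1 for the taurine pathway. The genes gadl1-like, ifngr1b and ifngr2a lie outside this rule and were added from the supplementary gene lists after the data had been examined. From each comparison with FM in the DI the rule added the 2 largest increases and the 2 largest decreases among DEGs with such a symbol, at least 1 CPM on average, and no overlap between the 6 fish of the diet and the 6 FM fish. Exact permutation tests of 6 fish against 6 are two-sided and cannot go below 0.00216. They treat the fish as exchangeable, although the diets were given to tanks.

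The list of 20 genes gave 90 tests in the 5 comparisons with FM, since il12a and ifng had too few counts. Over all genes edgeR called 18 of them, 13 higher and 5 lower, and DESeq2 36. Adjusted over the list alone, 57 were called. The text of the paper does not name 5 of the genes (csad, gadl1, gadl1-like, ifngr1b and ifngr2a), which came from its supplementary gene lists and gave 8 of the 18 calls. Text and lists both rest on these libraries, so the latter count is not independent evidence.

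Lists of genes were tested with camera, with a preset correlation of 0.01 between genes, and with fry, both of limma. The 13 pathway lists were taurine and hypotaurine metabolism, wound healing, tight junction, lysosome, solute carriers, ABC transporters, Toll-like receptor signaling, C-type lectin receptor signaling, cytokine receptors, ER protein processing, ribosome biogenesis, cytochrome P450 and drug metabolism, and vesicle coat. The 8 cell and technical lists were markers of T cells, B cells and plasma cells, macrophages and neutrophils, red blood cells, exocrine pancreas, enterocytes and smooth muscle, and ribosomal proteins. In simulated DI counts a list with raised genes was found by both, and of 12 untouched lists camera called 0 and fry 1 without adjustment. Genes with a LOC symbol were left out of the lists, so csad is not in that of taurine metabolism. That list holds gadl1, slc6a6 and SC6A6, and the list of wound healing holds VIME. The paper reports these genes from the same libraries, so tests of both lists are not independent of them. The GO enrichment of the paper was not repeated, because the files hold no GO annotation.

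For other splits of the samples, 60 splits of the 12 libraries of a comparison into 6 and 6, 21 of the 12 fish for the interaction, and 24 random groupings of the 36 libraries were drawn. Libraries were thinned to the lowest total of their tissue to test depth, in 10 draws for the correlations between libraries. Permutation tests of correlations used 100000 permutations. Calculations used R 4.3.3, pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1, and plots were drawn with matplotlib 3.10.9.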

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

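Apart from the tests of the interaction and its other splits, all tests weighed here were chosen only after the result was seen. Single samples were singled out where the highest or lowest of 6 fish lay far from the other 5, by a rule that chance meets in about 5% of groups. Chance flags about 1 in 20 groups, and 17 of the 156 groups tested held such a sample.

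ICJ replicate 4 had a median rank correlation of 0.893 with the other DI libraries. Depth is argued against, since the lowest such correlation among libraries with a smaller total was 0.93, as is the place of the piece along the gut, since its posterior Hox score of 0.524 lies inside the range of the others, -1.97 to 2.3. A full swap with the spleen of the same fish is argued against by that spleen library, whose correlation with the other spleen libraries was 0.963. ICJ replicate 4 itself had a median correlation of 0.885 with the spleen libraries, the highest of the DI, followed by FM replicate 2 with 0.878. Some spleen material in the piece is thus not excluded by this test. The enterocyte score of ICJ replicate 4 was -5.54, while the other 35 libraries were at -1.41 or more. Its scores for B cell and plasma cell markers (2.29), macrophage and neutrophil markers (1.93) and smooth muscle markers (0.965) were above all others, and those for T cell (0.881) and red blood cell markers (0.989) were raised within the range of the others. The exocrine pancreas score, -1.77, was not raised. A candidate explanation is a piece with fewer enterocytes. Whether damage of the mucosa in this fish or the dissection of the piece lies behind it stays open. In the same library csad was 3.91 and cldn12 2.82 as log2(CPM + 0.5), the lowest and the highest of the ICJ fish, which may have the same source.

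Among the libraries of its diet, IWA replicate 5, with the lowest total of the DI, had the lowest median rank correlation with the others, 0.93, as had AWA replicate 4 in the DI, 0.948, and FM replicate 1 in the spleen, 0.957. All libraries were thinned in 10 draws to the lowest total of their tissue, 6976621 in the DI and 15062129 in the spleen. The gap to the next library, over the range of the diet, was then 0.575 for IWA replicate 5 (0.546 to 0.603 over the draws), 0.626 for AWA replicate 4 (0.572 to 0.68) and 0.377 for FM replicate 1 in the spleen (0.337 to 0.411), and each was the lowest of its diet in 10 of 10 draws. For AWA replicate 4, with a total of 18888321, depth is argued against, since AWA replicates 2 and 6, with lower totals of 17422304 and 17671794, both had a correlation of 0.955. No other explanation was tested for it. IWA replicate 5 and FM replicate 1 in the spleen have the lowest total of their tissue, and depth and a difference between the fish cannot be told apart for them, because they stayed the lowest at equal depth but no longer stood out. ACJ replicate 4 in the spleen had 0.956, and after thinning its gap was still 0.74 of the range (0.723 to 0.779), which argues against depth. No other explanation was tested for it. The total of 27753356 of ICJ replicate 5 in the DI was above the others of its diet, and its cause was not tested.

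In the DI, nup93 was 10.8 in ACJ replicate 4 as log2(CPM + 0.5), above all other ACJ fish. Of the 86 genes that differed in both IWA and AWA, this library lay in the FM range at 69.8%, while the FM libraries themselves lay in the range of the other FM libraries at 52.3 to 81.4%. The libraries ICJ replicate 2 (58.1%), ACJ replicate 5 (58.1%) and ACJ replicate 6 (54.7%) also reach that range. An exchange with an FM library is argued against, since no FM library had a csad level like that of the other ACJ fish: the highest FM value was 120 CPM. Fewer enterocytes (score 0.687) and the place of the piece along the gut (posterior Hox score -0.797) are argued against, since both scores lie within the range of the other libraries. A weak response of this fish and the library of an FM fish under a wrong label cannot be told apart, because values inside the FM range are what both would give.

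The other single values concern slc6a6, at 7.86 in FM replicate 3 and 8.06 in IWA replicate 5, and TNFα, at 0.0549 in ACJ replicate 2 and 1.19 in AWA replicate 6. Genes with few counts were ifng, at -0.225 in FM replicate 2 and -0.9 in AWA replicate 5, and il12a, at -0.849 in ACJ replicate 4 and -0.857 in AWA replicate 6. All are log2(CPM + 0.5) in the DI. For ifng and il12a 1 or a few fragments make the difference. No explanation was tested for these values.

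The response to AWA differed between the DI and the spleen in 1054 genes and that to IWA in 23. Of 21 splits of the 12 fish into 6 and 6, 1 gave as many for AWA|FM, the real one, and the highest other count was 0. A count of 1 is the lowest that 21 splits allow, and 5 comparisons were tested in this way. Chance is thus argued against for AWA|FM but not excluded. For IWA|FM also 1 of 21 splits gave as many, but another split gave 17, so that count lies only narrowly beyond chance. For SBM|FM, ICJ|FM and ACJ|FM the count was 0 by edgeR, with 2279, 2339 and 1532 genes at an unadjusted p under 0.05 and 92, 109 and 11 by DESeq2. Any split reaches a count of 0, so the 21 of 21 splits that did say nothing there. The median total of the spleen libraries was 1.2 times that of the DI libraries. In AWA and IWA, however, the spleen median was the lower, 18575707 against 23068992.5 and 21956547.5 against 25347913.5. A lower depth of the spleen is thus not excluded for these counts, since the interaction was not tested at equal depth. The biological difference between the tissues stays open as an explanation.

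Lists of cell markers, which the paper's account of the transcriptome does not mention, changed in the DI by camera. Macrophage and neutrophil markers had a median log2 fold change of -1.408 in IWA (9 of 9 genes lower, adjusted p = 0.000268) and -1.283 in AWA (8 of 9, 0.0289), and T cell markers one of -0.893 in IWA (2 of 2, 0.0398). Neither list passed by fry or with an estimated correlation. Of the random groupings of the DI libraries, 22 of 25 gave as many calls of cell and technical lists as the 6 observed, so chance cannot be excluded. A lower share of immune cells may lie behind the decrease. By fish, the macrophage score of IWA against FM had an exact permutation p of 0.0541, the T cell score 0.00433 and the B cell score 0.0866. The paper's own staining of the DI showed no significant difference between diets in the area of CD3ε positive cells, neither in the epithelium nor in the lamina propria. A lower share of cells and lower expression per cell cannot be told apart from the counts, since too few scores differ beyond the spread between fish.

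Enterocyte markers had a median of -1.045 in ICJ in the DI (10 of 11 lower, adjusted p = 0.000268). The medians were -0.751 in SBM (9 of 11 lower, adjusted p = 0.163), -0.756 in AWA (8 of 11, 0.235), -0.621 in IWA (8 of 11, 0.253) and -0.453 in ACJ (9 of 11, 0.32), so a fall in ICJ alone is not shown. By fish, the enterocyte score of ICJ against FM had an exact permutation p of 0.102. Without ICJ replicate 4 the median was -0.837 with an unadjusted p of 0.0124, so the lower median does not rest on that library alone. Whether the call would pass the adjustment without it was not tested. Ribosomal proteins had medians of 0.451 in ICJ (40 of 42 higher, adjusted p = 1.9e-16) and 0.15 in SBM (40 of 42, 0.00112) in the DI. By fry and with an estimated correlation 0 of the 40 tests of these lists passed, and the same random groupings apply.

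In the spleen, 7 such tests passed by camera and 0 by fry or with an estimated correlation. Ribosomal proteins had medians of -0.262 in ICJ, -0.191 in ACJ, -0.185 in AWA, -0.173 in SBM and -0.115 in IWA, B cell and plasma cell markers -0.304 in AWA (adjusted p = 0.0385), and macrophage and neutrophil markers -0.226 in SBM (0.039). Of 25 groupings, the real one included, 9 gave as many calls, so chance cannot be excluded. No biological explanation was tested.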

How the results depend on the processing

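All alternatives were set before the data were examined except the posterior Hox score as a covariate, which was chosen after seeing the data. No result passed the threshold in the opposite direction under any alternative. With RLE size factors all 16 counts of DEGs and all 5 interaction counts stayed within 1.5 times those reported. No DEG of the 5 comparisons with FM in the DI was called with the opposite direction by DESeq2, RLE, no filter or the fit of 12 libraries. Thinned to 6976621 fragments per library, edgeR still called 781 DEGs for AWA|FM.

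DESeq2 moved all 16 counts. In the DI it called 170 DEGs for SBM|FM, 339 for ICJ|FM, 54 for ACJ|FM, 1030 for IWA|FM and 2666 for AWA|FM, and 11 for ICJ|SBM, 2 for ACJ|SBM, 38 for IWA|SBM, 71 for AWA|SBM, 13 for ACJ|ICJ and 5 for AWA|IWA. In the spleen it called 15, 11, 5, 4 and 25 for SBM, ICJ, ACJ, IWA and AWA against FM, and for the interaction 92, 109, 11, 1223 and 2837 in the same order. With it, the genes shared were 39 for ICJ and ACJ, 734 for IWA and AWA, 141 for SBM and AWA, 119 for SBM and IWA, 76 for SBM and ICJ and 39 for SBM and ACJ. With a log2 fold change above 2 or below -2 as well, it called 82, 129, 35, 216 and 516 in the DI against FM, 10 for ICJ|SBM, 2 for ACJ|SBM, 36 for IWA|SBM, 67 for AWA|SBM, 11 for ACJ|ICJ and 5 for AWA|IWA, and 6, 8, 5, 3 and 6 in the spleen. The cause was not tested.

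The same limit on the edgeR calls left 29 DEGs for IWA|FM and 223 for AWA|FM, 9 and 188 genes of their interactions, and 26 shared genes for IWA and AWA, 2 for SBM and AWA, 2 for SBM and IWA and 0 for SBM and ICJ, since it removes genes with smaller changes. Without a filter there were 12 DEGs for IWA|FM and 452 for AWA|FM, 659 genes in the interaction of AWA|FM and 1 in that of ACJ|FM, ENSSSAG00000109204, chosen for mention after its value was seen. The cause was not tested.

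With only the 12 libraries compared, edgeR called 0 DEGs for ICJ|FM and ACJ|FM, 426 for IWA|FM and 3090 for AWA|FM in the DI. In the spleen it called 1 for SBM|FM, LOC106561257, chosen for mention after its value was seen. A block for the replicate number gave 0 for ICJ|FM, 5 for IWA|FM and 566 for AWA|FM. The numbers do not pair the fish: fish of one number had a mean correlation of -0.0314 in the DI, with the lowest at -0.572, and of 0.0539 in the spleen, with the lowest at -0.737. With the inferred tank as a random block, limma gave 31 for SBM|FM, 93 for ICJ|FM, 0 for ACJ|FM, 749 for IWA|FM and 2754 for AWA|FM. The sums over tanks gave 22, 171, 2, 1349 and 3526 in the same order. The correlation between fish of one inferred tank was -0.114 in the DI and 0.0944 in the spleen. With the Hox score as a covariate there were 170 for SBM|FM, 114 for ICJ|FM, 14 for ACJ|FM and 816 for IWA|FM, while AWA|FM, with 1485, stayed within 1.5 times. The cause was not tested.

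Leaving out 1 of the 36 DI libraries in turn, the count ranged from 0 to 13 for SBM|FM, from 0 to 402 for ICJ|FM, from 1 to 5 for ACJ|FM, from 0 to 604 for IWA|FM and from 206 to 2083 for AWA|FM. Of the 36 fits, 21, 26, 32, 5 and 24 stayed within 1.5 times the count with all libraries. The lowest counts came without FM replicate 5, FM replicate 6, SBM replicate 2, SBM replicate 4 or SBM replicate 6 (0 for SBM|FM), FM replicate 6, ICJ replicate 3 or ICJ replicate 5 (0 for ICJ|FM), FM replicate 6, IWA replicate 4 or IWA replicate 6 (0 for IWA|FM) and AWA replicate 1 (206 for AWA|FM). The highest came without ICJ replicate 4 (13 for SBM|FM, 604 for IWA|FM and 2083 for AWA|FM), ICJ replicate 2 (402 for ICJ|FM) and ACJ replicate 4 (5 for ACJ|FM).

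The calls of lists depended on the test. Of the pathway lists in the DI, 29 of 65 passed by camera, 5 by fry and 0 with an estimated correlation, and of those in the spleen 12, 9 and 1. Of the cell and technical lists, 0 passed by fry and 0 with an estimated correlation in both tissues. RLE size factors, no filter, the replicate block and, in the DI, the Hox score kept the numbers within 1.5 times, with 30, 31, 31 and 38 pathway lists in the DI, and 29, 28, 29 and 29 of the 29 calls were made in each. Why fry and the estimated correlation call fewer lists was not tested.

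Of the 125 values of named genes, 98 kept their side of the threshold under DESeq2 and 27 passed it in addition. With RLE, 124 kept it and 1 no longer passed, and without a filter 117 and 8. In the fit of 12 libraries, where fewer values could be compared, 105 kept it, 6 passed in addition and 8 no longer passed. With the replicate block 112 kept it and 13 no longer passed, with the tank block 112 kept it, 9 passed in addition and 4 no longer passed, and with the Hox score 104 kept it and 21 passed in addition. Depth limits ifng and il12a, with at most 12 and 2 counts in a DI library.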

Differences from the paper's values

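The paper's numbers of DEGs in Table 2 were compared with those of the edgeR fit. DESeq2 was run on all 36 libraries of a tissue. It was not run on only the 12 libraries compared, so whether such fits reach the paper's numbers was not tested. In the DI, for SBM|FM, 5 genes were lower and 1 higher, where the paper's values are 173 and 143. None of the alternatives set before the data were examined came within 1.5 times of either. DESeq2 gave 95 and 75.

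For ICJ|FM, 9 were lower and 6 higher in the DI, where the paper's values are 71 and 54. For the lower genes, DESeq2 with a log2 fold change above 2 or below -2 (59), the tank as a random block (87) and the sums over tanks (57) came within 1.5 times, and for the higher genes DESeq2 with that limit (70). The other alternatives set beforehand did not. With the Hox score as a covariate, chosen after seeing the values, there were 61 lower and 53 higher.

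For ACJ|FM, 1 was lower and 0 higher by edgeR, with 1453 genes at an unadjusted p under 0.05, where the paper's values are 33 and 31. DESeq2 came within 1.5 times for both, with 28 and 26, and DESeq2 with the limit for the higher genes, with 22. The other alternatives did not.

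For IWA|FM, 48 were lower and 51 higher, where the paper's values are 1299 and 1036. No alternative came within 1.5 times for the lower genes, and for the higher ones the sums over tanks did (953). DESeq2 gave 533 and 497.

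For AWA|FM, 413 were lower and 684 higher, where the paper's values are 2685 and 2714. No alternative came within 1.5 times for the lower genes. For the higher genes the fit of only the 12 libraries (1879), the tank as a random block (1823) and the sums over tanks (2412) did, and the other alternatives did not. DESeq2 gave 1294 and 1372.

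In the spleen edgeR called 0 genes lower and 0 higher in all 5 comparisons with FM, with 2554, 2093, 2613, 1914 and 2958 genes at an unadjusted p under 0.05 for SBM, ICJ, ACJ, IWA and AWA. The paper's values, lower and higher, are 6 and 20 for SBM|FM, 15 and 11 for ICJ|FM, 5 and 12 for ACJ|FM, 7 and 6 for IWA|FM, and 12 and 19 for AWA|FM. DESeq2 came within 1.5 times for the higher genes of SBM|FM (15) and IWA|FM (4) and for the lower and the higher genes of AWA|FM (8 and 17). For the lower genes of SBM|FM and IWA|FM and for both directions of ICJ|FM and ACJ|FM no alternative did. DESeq2 gave 4 lower and 7 higher for ICJ|FM and 1 lower and 4 higher for ACJ|FM.

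The paper ranks ICJ|FM below SBM|FM by the number of DEGs. The order differs between settings. ICJ|FM had 15 and SBM|FM 6 with edgeR, 339 and 170 with DESeq2, 93 and 31 with the tank as a random block and 171 and 22 with the sums over tanks. The paper's order was found with only the 12 libraries (0 by edgeR and 6, with 2010 genes of ICJ|FM at an unadjusted p under 0.05) and with the replicate block (0 by edgeR and 5, with 3706). It was also found with the Hox score as a covariate (114 and 170), which was chosen after seeing the values. The edgeR counts with all libraries rest on single fish, since without ICJ replicate 3 edgeR called 0 for ICJ|FM and without ICJ replicate 2 402, and without ICJ replicate 4 it called 13 for SBM|FM.

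The paper states that aqp10b, cldn12 and nup93 rose in SBM. The log2 fold changes were -1.54, -0.11 and -3.90, and nup93 was called as lower (adjusted p = 0.0297, and 0.146 without SBM replicate 6). The paper states that slc6a6 and SC6A6 rose in SBM. Both had higher means, but neither was called by edgeR (adjusted p = 0.2 and 0.291). Slc6a6 was called by DESeq2 (0.0317) and with the Hox score as a covariate (0.0483), which was chosen after seeing the values.

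The paper states that transport terms shared by SBM and AWA rose in SBM and fell in AWA. The list of solute carriers had medians of -0.166 in SBM|FM and -0.318 in AWA|FM, and no gene was called in opposite directions, although with 6 DEGs of SBM|FM by edgeR and the same FM fish in both comparisons few could be. The paper reports a rise of tight junction terms in SBM and of wound healing in ICJ and ACJ. These lists were not called by camera (adjusted p = 0.498, 0.504 and 0.703), by fry or with an estimated correlation. VIME and itgb3a, which the paper reports as activated in ICJ and ACJ, were not called there (adjusted p from 0.175 to 1 by edgeR and from 0.0608 to 0.882 by DESeq2), although their means were higher.

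The paper states that TNFα, IL-12, IFNγ and TLR7 fell in IWA and AWA. None was called by edgeR. In IWA, the subunit IL-12 (il12p40b2) was called as lower by DESeq2 (adjusted p = 0.0181), with the tank as a random block (0.0426) and with the Hox score (0.0382), the last chosen after seeing the values. The log2 fold changes in AWA were -0.10 for il12p40b2 and -0.17 for TLR7, and ifng had too few counts. CD83 was called as lower in AWA (adjusted p = 0.0387, and 0.0962 without AWA replicate 5) but not in IWA (0.124). The list of Toll-like receptor signaling, which the paper's terms report as lower in IWA, did not pass by camera (adjusted p = 0.0704), but passed without a filter (0.00921). The paper found no GO term in the spleen, where 12 of 65 tests of lists passed by camera, 9 by fry and 1 with an estimated correlation.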

Other observations

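Tests chosen before the result was seen were those of library depth and gene length for the DEG counts in the DI, of 1 library deciding the count of AWA|FM, of variation between fish in the spleen, of splits of 12 libraries for the counts of DEGs, and of random groupings for the pathway lists by camera and the shared genes. The other tests here were chosen only after the result was seen.

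AWA and IWA had more DEGs against FM than the other diets in the DI. Library depth is argued against as the whole source, since with every library thinned to 6976621 fragments there were still 781 DEGs for AWA|FM and 48 for IWA|FM, against 6, 12 and 0 for SBM|FM, ICJ|FM and ACJ|FM. The counting folder of the FM libraries, which enter all 5 comparisons, is argued against as the whole source by unadjusted p only. Against the 3 FM libraries counted with all the others, 8010 genes had an unadjusted p under 0.05 by edgeR for AWA and 5820 for IWA, with 2822 for SBM, 3502 for ICJ and 1763 for ACJ. AWA and IWA both lay above the other diets in 16 of the 20 sets of 3 FM libraries. Between the FM libraries of the 2 folders edgeR called 0 DEGs, with 2301 genes at an unadjusted p under 0.05, against 337 to 5837 over the 10 ways to halve the FM libraries; DESeq2 was not run on them. The number of DEGs itself was unsteady with 3 FM libraries: 9 for AWA against those counted with the others, 111 against those counted apart, and 0 to 1539 over the 20 sets, with a median of 17. For IWA it was 2 against those counted with the others, where SBM had 4 and ICJ 3. Against those counted apart IWA had 5, and SBM and ICJ had 6 each. Numbers this low do not decide on the folder for IWA. Gene length is argued against as the whole source by the rank correlation of exon length with the log2 fold change across genes. It was -0.015 in AWA|FM and 0.117 in IWA|FM, and -0.146 in ICJ|FM, -0.0831 in SBM|FM and -0.0817 in ACJ|FM, so it was weakest in AWA|FM and strongest in ICJ|FM, which had 15 DEGs. A few abundant genes are argued against, since without the genes among the 10 most counted of any library there were 1116 DEGs for AWA|FM. The place of the piece along the gut is argued against as the whole source, since with the posterior Hox score as a covariate there were 1485 for AWA|FM. The difference between IWA or AWA and the other yeast and SBM diets was not shown by direct tests with SBM, in which edgeR called 0 DEGs with 2240 and 1669 genes at an unadjusted p under 0.05 and DESeq2 38 and 71.

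For AWA|FM no single library decides the count, as the lowest number with 1 of its 12 libraries left out was 206, without AWA replicate 1, although the count moved by more than 1.5 times. For IWA|FM the lowest was 0, without FM replicate 6, IWA replicate 4 or IWA replicate 6, so that count may rest on single fish. The variation among the fish of AWA was small: the median variance of log2 CPM within the diet was 0.0956, against 0.27 in FM, 0.191 in SBM, 0.377 in ICJ and 0.155 in ACJ. In the fit of all 36 libraries, however, 1 dispersion per gene serves all diets. The standard error of CD83, for example, was 0.28 in AWA|FM and in ICJ|FM. The spread within a diet thus cannot decide why the count of AWA from that fit is larger. For IWA the variance was 0.219, above SBM and ACJ, but 0.102 without IWA replicate 5. The other diets had 0.157 (SBM), 0.245 (ICJ) and 0.131 (ACJ) without the 1 library that raised theirs most. The same limit holds for IWA, where 1 library also decides on which side its variation lies. A biological effect of the diets stays open.

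Of 60 splits of the 12 DI libraries into 6 and 6, each fitted alone, 1 gave as many DEGs as the real AWA|FM (3090, highest other 2347) and 1 as many as IWA|FM (426, highest other 210). For SBM|FM 2 of 60 did (6, highest other 13). Among splits of their own 12 libraries these counts are thus rare, but 16 comparisons were split in this way, and false splits of other sets of 12 DI libraries gave up to 4456 DEGs (IWA|SBM), 3036 (ACJ|FM), 1786 (ICJ|SBM) and 1010 (ACJ|SBM). Counts of this size can arise in such fits from groups that mix the diets, so none of the 3 is firmly set apart from chance. For ICJ|FM, ACJ|FM, ICJ|SBM, ACJ|SBM, IWA|SBM, AWA|SBM, ACJ|ICJ and AWA|IWA these fits called 0 by edgeR, which any split reaches (60 of 60), so the splits say nothing on these counts. In the spleen 9 of 60 splits gave as many DEGs as SBM|FM (1), so chance cannot be excluded, and the counts of 0 of the others were reached by 60 of 60.

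The counts from the fit of all 36 DI libraries were set against 24 random groupings of these libraries. With the real grouping included, as many DEGs as in AWA|FM (1097) were found in 2 of 25 groupings, with 2046 in the other, as many as in ICJ|FM (15) in 3 of 25, with up to 2405, and as many as in ACJ|FM (1) in 2 of 25, so by this test chance cannot be excluded for these counts. For IWA|FM (99) and SBM|FM (6) it was 1 of 25. The names of the diets are interchangeable in a random grouping, so the numbers 2046 and 2405 bear on these as well.

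The spleen had fewer DEGs than the DI. The median total of the spleen libraries was 1.2 times that of the DI, although in AWA and IWA it was the lower. Depth is argued against as the whole source for these diets, since the DI thinned to 6976621 fragments still gave 781 and 48 DEGs against FM. Every spleen library had 15062129 or more. Larger variation between fish is argued against by the common biological coefficient of variation, 0.297 in the spleen against 0.463 in the DI. A smaller effect of the diets on the spleen stays open.

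The fish of one diet spread along one main axis of expression in the DI. Principal component 1 of the 500 most variable genes, without Hox genes, held 33.4% of the variance, and 23.8% of it lay between diets. The mean of 24 posterior Hox genes followed it with a Pearson r of 0.827 and a Spearman rho of 0.822 across the 36 libraries (permutation p = 1e-05 for both, the smallest that can be given, and 3.33e-05 after adjustment over 10 relations). Without the 2 libraries farthest from the median r was 0.834, and within diets it was 0.84. Across Hox genes, the paralog group number had a rank correlation of 0.65 with the correlation to the axis (permutation p = 1e-05), 21 of the 24 posterior genes had a positive one and 5 of 18 genes of groups 1 to 8. This is consistent with a difference in the place along the gut from which the piece was taken. Depth is argued against, since the axis before and after thinning had a correlation of 0.995, and pancreas tissue too, since among the 18 libraries with the lowest exocrine pancreas score the correlation with the Hox score was 0.821 (permutation p = 8e-05). The share of muscle is argued against by a correlation of the smooth muscle score with the axis of -0.00423 within diets. Scores of exocrine pancreas (r = -0.757), macrophage and neutrophil (-0.699), B cell and plasma cell (-0.691), enterocyte (-0.582), T cell (-0.521) and red blood cell markers (-0.348) also followed the axis, as did the log2 of the total counts (0.442, and 0.358 within diets, adjusted permutation p = 0.0581), and a true difference between fish in the state of the gut stays open.

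Other splits of the DI libraries with 100 or more DEGs, 9 of 649, divided the libraries by the posterior Hox score more than most: the mean percentile of the difference in that score between their groups was 84.5 (one-sided permutation p = 5e-05), against 49.3 for the 611 splits with 0 DEGs by edgeR. The place of the piece along the gut may thus add DEGs to a comparison whose groups differ in it. The split with 3036 DEGs in ACJ|FM, at percentile 19.2, is an exception. The real splits of IWA|FM, with 426 DEGs, and AWA|FM, with 3090, lay at percentiles 4.17 and 52.5. Their counts thus did not go with a large difference in that score.

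Of the random groupings of the 36 libraries, 4 of 25 gave as many pathway lists by camera as the real grouping in the DI (29, highest other 36) and 4 of 25 in the spleen (12, highest other 13), so chance cannot be excluded for these counts. By fry 1 of 25 gave as many in the DI (5, highest other 1) and 1 of 25 in the spleen (9, highest other 0). That is the lowest number that 25 groupings allow, so chance is argued against but not excluded. The number of shared DEGs was reached by 1 of 25 groupings, the real one, for ICJ and ACJ, IWA and AWA, SBM and AWA, SBM and IWA, and SBM and ICJ, with 0 by edgeR in the 24 others. For ICJ and ACJ and for SBM and ICJ the number is 1 gene. SBM and ACJ shared 0 by edgeR and 39 by DESeq2, and 25 of 25 groupings reach a count of 0, which says nothing. The other correlations of log2 fold changes across genes were 0.501 for SBM and IWA, 0.565 for SBM and ICJ and 0.774 for SBM and ACJ. Random groupings of the libraries reached 0.756, 0.802 and 0.783 for these pairs. Simulated counts without a difference between diets gave 0.482 to 0.528, 0.476 to 0.524 and 0.473 to 0.52.

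Lists with no call in the DI were B cell and plasma cell markers (median log2 fold change -1.075 in IWA, adjusted p = 0.109, and -0.95 in AWA, 0.224), red blood cell markers (-0.917 in AWA), exocrine pancreas markers (3.328 in SBM and -7.878 in AWA, both with an adjusted p of 0.283) and smooth muscle markers (0.384 in IWA). ER protein processing, which Figure 3 of the paper lists as raised in SBM, and ribosome biogenesis also rose in SBM (0.272 and 0.367), ICJ (0.285 and 0.367) and ACJ (0.223 and 0.187) by camera, and vesicle coat genes in SBM (0.129, adjusted p = 0.0137), none of them by fry.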
